# THOC5 controls 3′end-processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100)

**DOI:** 10.1093/nar/gku911

**Published:** 2014-10-01

**Authors:** Doan Duy Hai Tran, Shashank Saran, Andrew J.K. Williamson, Andrew Pierce, Oliver Dittrich-Breiholz, Lutz Wiehlmann, Alexandra Koch, Anthony D. Whetton, Teruko Tamura

## Abstract

Transcription of immediate early genes (IEGs) in response to extrinsic and intrinsic signals is tightly regulated at multiple stages. It is known that untranslated regions of the RNA can play a role in these processes. Here we show that THOC5, a member of the TREX (transcription/export) complex, plays a role in expression of only a subset of constitutively active genes, however transcriptome analysis reveals that more than 90% of IEG were not induced by serum in THOC5 depleted cells. Furthermore, THOC5 depletion does not influence the expression of the most rapidly induced IEGs, e.g. *Fos* and *Jun*. One group of THOC5 target genes, including *Id1*, *Id3* and *Wnt11* transcripts, were not released from chromatin in THOC5 depleted cells. Genes in another group, including *Myc* and *Smad7* transcripts, were released with shortening of 3′UTR by alternative cleavage, and were spliced but export was impaired in THOC5 depleted cells. By interactome analysis using THOC5 as bait, we show that upon stimulation with serum THOC5 forms a complex with polyadenylation-specific factor 100 (CPSF100). THOC5 is required for recruitment of CPSF100 to 3′UTR of THOC5 target genes. These data suggest the presence of a novel mechanism for the control of IEG response by THOC5 via 3′end-processing.

## INTRODUCTION

Upon stimulation with growth factors or other stimuli such as cytokines, which are often found in serum, genes are activated that trigger cell proliferation, differentiation, apoptosis and/or cell movement. This pool of genes called immediate early genes (IEGs), are rapidly and transiently induced. Expression of IEGs is tightly regulated via the elements in promoters, RNA processing, RNA export and/or RNA stability. It is known that untranslated regions of the RNA can play a role in these processes. The 3′untranslated region (3′UTR) of mRNA can affect translation efficiency, localization and stability of the mRNA, however details of the molecular events underlying these phenomena remain unclear. The THO complex,(Suppressors of the transcriptional defects of hrp1 delta by overexpression) complex, which is a sub-member of TREX (transcription/export), was originally identified in *Saccharomyces cerevisiae* as a five protein complex (Tho2p, Hpr1p, Mft1p, Thp2p and Tex1) (1–7) that plays a role in transcriptional elongation, nuclear RNA export and genome stability. In higher eukaryotes such as *Drosophila melanogaster* (8) or humans (9), three proteins, (THOC1/hHpr1/p84, THOC2/hRlr1 and THOC3) and three additional unique proteins were identified, namely THOC5/Fms interacting protein (FMIP) (10), THOC6 and THOC7, as members of the THO complex. We have previously identified THOC5-dependent mRNAs in the fibroblast system (11). Surprisingly, only 143 genes were downregulated by depletion of THOC5. Furthermore, we recently examined THOC5-dependent mRNAs in monocytes/macrophages. In this system, only 99 genes were downregulated upon depletion of THOC5 (12); depletion of THOC5 does not affect bulk poly (A)+ RNA export (13) and it has been recently shown that knockdown of THOC5 in HeLa cells leads to downregulation of 275 genes (14). Interestingly, we have recently shown that a subset of growth factor inducible IEGs, such as *v-ets* E26 (*Ets*) family genes, but not early growth response 1 (*Egr*1), were THOC5-dependent (12), suggesting that THOC5 selected its target mRNAs via unknown element(s). In present study, we examined the role of THOC5 during IEG response. Surprisingly, induction of more than 90% of serum inducible genes was affected upon depletion of THOC5, however the most rapidly and transiently induced IEGs, such as *c-Jun, c-Fos, Ier2* or *Egr1* were independent of the modulation of THOC5 levels. We have demonstrated that THOC5 is required for the recruitment of cleavage and polyadenylation specific factor 100 (CPSF100) to the THOC5 target genes. These data indicate that IEG response is controlled by THOC5 with 3′ end-processing machinery.

## MATERIALS AND METHODS

### Cell culture and transfection

Mouse embryonic fibroblast (MEF) cells derived from Rosa26ER^T2^ Cre: Ola126 THOC5 (flox/flox) (15) and mouse NIH3T3 cells were grown in Dulbecco's modified Eagle's medium supplemented with 10% (v/v) fetal calf serum (FCS). Cells were treated with Tamoxifen (10 μM) for 24 h and then further incubated in growth medium for 24 h. After serum starvation for further 24 h, cells were stimulated with 20% serum for various times as indicated. siRNA against CPSF100 (SC-142546) and control siRNA (SC-37007) were from Santa Cruz Biotechnology Inc. (Santa Cruz, CA, USA). Transfection was performed using Lipofectamine 2000 reagent (Invitrogene, Carlsbad, CA, USA).

### Isolation of cytoplasmic, nucleoplasmic and chromatin associated RNA fractions

Isolation of RNA fractions was performed as described previously (11).

Cells (1 × 10^7^) were lysed by cytoplasmic lysis buffer (50-mM TrisHCl, pH 8.0, 140-mM NaCl, 1.5-mM MgCl_2_, 0.5% NP40, RNase inhibitor, 1-mM Dithiothreitol (DTT)). After centrifugation (800 × *g* for 2 min) supernatant (cytoplasmic fraction) was removed and the pellet was resuspended in 40-μl nucleus resuspension buffer (20-mM TrisHCl, pH 7.9, 75-mM NaCl, 0.5-mM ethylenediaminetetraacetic acid (EDTA), 0.125-mM PMSF, 0.1-μg/μl tRNA, 50% Glycerol). Two-hundred microliter of NUN (NaCl/Urea/NP40) buffer (20-mM HEPES, pH 7.6, 1-mM DTT, 7.5-mM MgCl_2_, 0.2-mM EDTA, 0.1-μl/μl tRNA, 0.3-M NaCl, 1-M Urea, 1% NP40) was then added to the suspensions. After centrifugation, supernatant was collected as nucleoplasmic fraction. The pellet was incubated with DNase I for 10 min at room temperature (chromatin associated fraction). RNA was isolated from each fraction using High Pure RNA Isolation Kit (Roche Diagnostics) according to the manufacture's instructions.

### Semi-quantitative RT-PCR and qRT-PCR analysis

RNA was isolated from MEF cells with the High Pure RNA Isolation kit (Roche Diagnostics, Mannheim, Germany) according to the manufacturer's instructions. One microgram of RNA was reverse-transcribed using oligo dT primers and the Omniscript reverse transcriptase kit (Qiagen, Hilden, Germany) following the instructions provided. One-twentieth of the cDNA mix was used for real-time polymerase chain reaction (PCR) using 10 pmol of forward and reverse primer and SensiFAST SYBR No-ROX kit (Bioline, London, UK) in a Qiagen Rotorgene machine. Cytoplasmic RNA was isolated from cells as previously described (11). Primer pairs for each PCR are described in Table 1.

**Table 1.** PCR primer pair sequences for selected genes

Gene	Forward primer	Reverse primer	RT-PCR	qRT-PCR	ChIP
*C8orf4*	CTATGTTTCTACAGGATTTGTAC	CCATATTCATTTCCTAATGCTTAC	x		
*c-fos*	TTCCTGGCAATAGCGTGTTC	TTCAGACCACCTCGACAATG	x	x	
*c-jun*	TGTGCCCCAAGAACGTGAC	CCGGGTTGAAGTTGCTGAG	x	x	
*Dusp2*	TGTGGAAATCTTGCCCTACCT	CCCACTATTCTTCACCGAGTCTA	x		
*Egr1*	AGCGAACAACCCTATGAGCAC	TCGTTTGGCTGGGATAACTCG	x	x	
*Egr1 (uncleaved)*	GTACTTGTGTTTGCTTAAACAAAGTAAC	ACCACACATGGGTAAGGACTCA	x		
*Errfi1*	GCTGCTCAGGATATTCGAGTC	CCAACAGTTGTTAGGTGCTCC	x		
*Gapdh*	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA	x		
*Gapdh (uncleaved)*	AGCATCTCCCTCACAATTTCCATC	GTTGATTGAGCCTGCTTCACCTC	x	x	
*Hes1*	CCAGCCAGTGTCAACACGA	AATGCCGGGAGCTATCTTTCT	x		
*Id1*	CTGAACTCGGAGTCTGAAGT	ACTTTTTTCCTCTTGCCTCCT	x	x	
*Id1 (uncleaved)*	GGTCACATTTCGTGCTTCTCG	AAACACTCATTCAGGTCGGTAAG	x		
*Id3*	CGCATCTCCCGATCCAGACA	CTGGGTTAAGATCGAAGCTCATCC	x	x	
*Id3 (uncleaved)*	CAGGAAGGTGACTTTCTGTAATC	CAGCCCTTCCTACTAACCAAG	x	x	
*Id3 3‘UTR*	CTGATTATGAACTCTATAATAG	CAAAGTGTTCAAAAATGGTTTATT		x	x
*Id3 Promoter*	CCTCCAGAAAAGGCATATTC	GAATGAGGAAGCGCTGATAC		x	x
*Ier2*	TTTGAGCGACGGTAGTGATGC	GAGACTGGAGAAGCGCCTTTG	x	x	
*Ier2 (3*′*UTR)*	CTGGTCGTAGTTGCTGCCGTAG	GCGTTTTACACCGATGGTCTTTATTTTCC		x	x
*Ier2 (Promoter)*	TGCGGAAAACTGGGAGATCTTTAAC	GATTATACTATGGCGAAAGGATCAAC		x	x
*Ier2 (uncleaved)*	CTGGTCGTAGTTGCTGCCGTAG	CAGTCAAACCAGTTCCGGAG	x		
*Lif*	GCTGTATCGGATGGTCGCATA	CACAGACGGCAAAGCACATT	x		
*Myc*	GCTGGATTTCCTTTGGGCGT	CGCAACATAGGATGGAGAGCA	x		
*Myc (2071–2245)*	GGCTTTGGGACTGTAAGCTTCAGC	GGCCCTATTTACATGGGAAAATTGGATAG	x		
*Myc (2071–2399)*	GGCTTTGGGACTGTAAGCTTCAGC	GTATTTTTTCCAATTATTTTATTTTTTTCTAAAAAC	x		
*Smad7*	GCATTCCTCGGAAGTCAAGAG	CCAGGGGCCAGATAATTCGT	x		
*Smad7 (3977–4128)*	GCTCGCTCGTATGATACTTTGAC	CCTTTCCTCTCTCAAAGCACTAC	x		
*Smad7 (3977–4389)*	GCTCGCTCGTATGATACTTTGAC	CATTCAGCTAGGTGATAACACCCA	x		
*Snai1*	CAAGGAGTACCTCAGCCTGG	GGTCAGCAAAAGCACGGTT	x		
*Wnt11*	GGTGGTACACCGGCCTATG	TCACTGCCGTTGGAAGTCTTG	x	x	
*Wnt11 (unlceaved)*	CTGTTTGTGATGTCTGCCAATAG	GAAGATCTGCCTAAGACACGAAAG	x		
*Zfp36*	CATGGATCTCTCTGCCATCTAC	GAGCCAAAGGTGCAAAACCA	x		

**C8orf4** (NM_026931.2): RIKEN cDNA 1810011O10 gene (191nt); **c-fos** (NM_010234.2): FBJ osteosarcoma oncogene (169 nt); **c-jun** (NM_010591.2): jun proto-oncogene (243 nt); **Dusp2** (NM_010090.2): dual specificity phosphatase 2 (232 nt); **Dusp2** (NM_010090.2): dual specificity phosphatase 2 (232 nt); **Egr1** (NM_007913.5): early growth response 1 (100 nt); **Egr1 (uncleaved)** (229 nt); **Errfi1** (NM_133753.1): ERBB receptor feedback inhibitor 1 (182 nt); **Gapdh** (NM_008084.2): glyceraldehyde-3 phosphate dehydrogenase (123 nt); **Gapdh (uncleaved)** (176 nt); **Hes1** (NM_008235.2): hairy and enhancer of split 1 (166 nt); **Id1** (NM_010495.3): Inhibitor of DNA binding 1 (203 nt); **Id1 (uncleaved)** (285 nt); **Id3** (NM_008321.2): Inhibitor of DNA binding 3 (202 nt); **Id3 (uncleaved)** (214 nt); **Id3 (3′UTR)** (139 nt); **Id3 (Promoter)** (116 nt); **Ier2** (NM_010499.4): immediate early response 2 (173 nt); **Ier2 (3′UTR)** (174 nt); **Ier2 (Promoter)** (167 nt); **Ier2 (uncleaved)** (261 nt); **Lif** (NM_008501.2): leukemia inhibitory factor (156 nt); **Myc** (NM_001177352.1): myelocytomatosis oncogene (274 nt); **Myc (2071–2245)** (175 nt); **Myc (2071–2399)** (329 nt); **Smad7** (NM_001042660.1): SMAD family member 7 (225 nt); **Smad7 (3977–4128)** (152 nt); **Smad7 (3977–4389)** (413 nt); **Snai1** (NM_011427.2): snail family zinc finger 1 (179 nt); **Wnt11** (NM_009519.2): wingless-related MMTV integration site 11 (183 nt); **Wnt11 (uncleaved)** (215 nt); **Zfp36** (NM_011756.4): zinc finger protein 36 (218 nt).

### Chromatin precipitation

TAP-THOC5 or CTAP (C-terminal Tandem Affinity Purification) control (Stratagene, La Jolla, CA) was expressed in mouse NIH3T3 cells, or ER^T2^THOC5 (flox/flox) MEF cells were treated with or without tamoxifen for 2 days. After 24 h serum starvation, cells were stimulated with or without serum for 1 h. Cells were cross-linked by adding formaldehyde for a final concentration of 1% for 10 min at 37°C in the presence of 5% CO_2_. The reaction was stopped by adding glycine to a final concentration of 125 mM.

Cells were resuspended in 1 ml of RIPA buffer (150-mM NaCl, 1% NP40, 0.1% Sodium dodecyl sulphate, 50-mM Tris–HCl, pH 8.0, 0.2-mM EDTA) and sheared into 500-bp DNA fragments using Covaris AFA™ (Adaptive Focused Acoustics, Woburn, MA, USA) technology according to the manufacturer's instructions. Aliquots of extracts were precipitated by streptavidin beads (TAP-THOC5) or pre-coated Protein G Agarose-PLUS (Santa Cruz Biotechnology Inc.) with anti CPSF100 (Novus biologicals Inc., Littleton, CO, USA), CFIm68 (Benthyl Laboratories. Inc., Montgomery, TX, USA) or RNA polymerase II (Santa Cruz Biotechnology Inc.) antibodies or control IgG. Following 4 h or overnight rotation at 4°C, the beads were washed three times in RIPA buffer, and two times in wash buffer (500-mM NaCl, 1% NP40, 100-mM Tris–HCl at pH 8). Cross-links were reversed for 5 h at 65°C (250 mM-NaCl). One microliter of RNase A (100 mg/ml) was added to the bead suspension and incubated for 10 min at RT. Following proteinase K digestion at 55°C for 1 h, the bound DNA fraction was isolated using NucleoSpin Extract II (Macherey-Nagel, Dueren, Germany). PCR was then performed using *Id3* or *Ier2* gene-specific primers as shown in Table 1 (ChIP).

### Mapping 3′ mRNA termini

Mapping of 3′ mRNA termini has been described by Russo *et* *al*. (16). Briefly, 1 μg of RNAs was used for the cDNA synthesis. Reverse transcription was carried out using GACTCGAGTCGACATCGA(T)18(N) primers (N: A, C or G) and the Omniscript reverse transcriptase kit (Qiagen, Hilden, Germany) following the instructions provided. Briefly, the reverse transcription mixture was incubated at 95°C for 2 min. After that, reverse transcriptase was added to the reaction and incubated for 1 h at 37°C. PCR was performed with reverse primer GACTCGAGTCGACATCGATT and gene-specific forward primer. PCR products were separated by gel electrophoresis and isolated using NucleoSpin Extract II (Macherey-Nagel). These isolated PCR products were cloned into pGEM-T vector (Promega, Madison, WI, USA) and sequenced.

### Analysis of THOC5 interacting proteins

C-terminal TAP-tagged THOC5 constructs were expressed in HEK293 cells. After serum starvation for further 24 h, cells were stimulated with 20% serum for 1 h. Cell extracts were incubated with RNaseT1 and then precipitated by streptavidin beads and bound proteins were subjected to electrophoresis on 10% (w/v) polyacrylamide gels and stained with simply Blue Coomassie safe stain. Protein bands were excised and destained with repeated incubation in 200-mM ammonium bicarbonate, 40% (v/v) acetonitrile. Gel pieces were dried with three washes in acetonitrile and then trypsinized (trypsin resuspended in 100-mM ammonium bicarbonate, 5% (v/v) acetonitrile) overnight at 37°C. Peptides were extracted from the gel pieces by incubation in 50% (v/v) acetonitrile, 0.1% (v/v) formic acid and peptides were desiccated and resuspended in 3% (v/v) acetonitrile, 0.1% (v/v) formic acid, 20-mM citric acid, pH 2.7. For each analysis, 10% of the peptide sample was loaded onto a nanoACQUITY UPLC Symmetry C18 Trap (5 μm, 180 μm × 20 mm), and flow was set to 15 μl/min of 3% (v/v) acetonitrile, 0.1% (v/v) formic acid and 20-mM citric acid for 5 min. Analytical separation of the peptides was performed using a nanoACQUITY UPLC BEH C18 column (1.7 μm, 75 μm × 250 mm). Briefly, peptides were separated over a 91-min solvent gradient from 3% (v/v) acetonitrile, 0.1% (v/v) formic acid to 40% (v/v) acetonitrile, 0.1% (v/v) formic acid online to a LTQ Orbitrap Velos (Thermo). Data were acquired using an information-dependent acquisition method where, for each cycle one full MS scan of m/z 300–1700 was acquired in the Orbitrap at a resolution of 60 000 at m/z 400 with an automatic gain control target of 106. Each full scan was followed by the selection of the 20 most intense ions; CID (collision-induced dissociation) and MS/MS analysis was performed in the LTQ Orbitrap Velos instrument. Selected ions were excluded from further analysis for 60 s. Ions with an unassigned charge or a charge of +1 were rejected.

Data were analyzed using Mascot (Matrix Sciences) software; the parameters were: Uniprot database, trypsin with up to one missed cleavage allowed, variable modifications oxidized methionine, phosphorylated serine, threonine and tyrosine modifications permitted and peptide tolerance of 0.025 and 0.03 Da for MS/MS tolerance. A functional annotation of interacting proteins was carried out using the DAVID software package (Version 6.7).

### Immunoblot procedures

Details of immunoblotting have been described previously (17). Monoclonal antibody against Lamin AC and polyclonal antibody against Histone H3 were from Cell Signaling Technology (Beverly, MA, USA). Monoclonal antibody against GAPDH and Polyclonal antibody against Actin were purchased from Santa Cruz Biotechnology Inc., and a monoclonal antibody against THOC5 was generated as described previously (18).

### Microarray-based mRNA expression analysis

Dual-color microarray experiments based on the Agilent platform have been performed as described previously (12). The complete microarray data along with processing protocols have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE59561. In order to identify serum-inducible genes in control cells, whole processed data were filtered as follows: (i) Ratio of relative gene expression (1 h serum-stimulated/unstimulated) > 4-fold (rounded to one decimal place); (ii) Normalized processed signal intensity of serum-stimulated (red) channel > 200; (iii) Sufficient degree of annotation of respective transcripts as assessed by Ingenuity Pathway Analysis.

## RESULTS

### The most rapidly and transiently induced IEGs are THOC5 independent

We have recently established a mouse embryonic fibroblast (MEF) cell line from tamoxifen-inducible THOC5 knockout (Rosa26ER^T2^ Cre: THOC5 (flox/flox)) mice (12,15). In this cell line, the THOC5 protein level was reduced by 90% within 3 days after incubation with tamoxifen (Figure 1A) (12). To compare the IEG response in the presence or absence of THOC5, total RNAs were isolated from unstimulated or serum stimulated THOC5 depleted cells or control cells and subjected to transcriptome analysis. 

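The transcriptome data were 2 dual-color Agilent arrays, 1 for control cells and 1 for THOC5-depleted cells. There was therefore no replicate check on any value, and no test between conditions was made. On each array, RNA of serum-starved, unstimulated cells was labelled with Cy3 (the green channel). RNA of cells stimulated with serum for 1 h was labelled with Cy5 (the red channel), and no array with exchanged dyes was used here. The methods give tamoxifen at 10 μM for 24 h, growth medium for 24 h and starvation for 24 h, followed by 20% serum, while the sample labels give 2 days of tamoxifen. The authors deposited the output of the scanner software (Agilent Feature Extraction). In these files the processed signal of a spot is an intensity after background subtraction and after linear and LOWESS normalization of the dyes within the array, and it is not scaled between arrays. From there, spots that the software marked as outliers were left out (239 on the control array and 234 on the THOC5-depleted array). The spots of one 60-base probe were averaged on the log scale, and the serum ratio was the Cy5 over the Cy3 processed signal. Where a gene had several probes, the probe with the highest mean signal over the 4 channels was taken.

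Each array held 43020 spots other than control spots. In control cells, 64.4% of these were called well above background by the software in Cy3 and 62.1% in Cy5. In THOC5-depleted cells the values were 63.1% in Cy3 and 62.6% in Cy5. The 75th percentile of the processed signal was 1063 in Cy3 and 1052 in Cy5 in control cells, and 862 in Cy3 and 867 in Cy5 in THOC5-depleted cells. No spot was saturated. Among the 399 probes printed as 10 spots, those well above background had a median SD of the log2 ratio between spots of 0.029 in control cells and 0.031 in THOC5-depleted cells. This spread covers technical error within one array only, and the number of arrays limits the precision of all ratios between conditions.

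The arrays also carried 10 spike-in probes, each printed as 32 spots, which report RNAs added in known amounts to both dyes. Their log2 Cy5/Cy3 ratios ran from -3.31 to 2.21 on the control array and from -3.16 to 2.48 on the THOC5-depleted array. The slope of the THOC5-depleted on the control values was 1.02. The log2 ratios were higher on the THOC5-depleted array by 0.24 on average and by 0.31 at most.

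Thoc5 itself was read by a probe on chromosome 11 of mm9, from 4828807 to 4828866. After quantile normalization of the mean signals between the arrays (limma 3.58.1, method Aquantile), its log2 signal in THOC5-depleted over control cells was -2.82 in Cy3 and -2.43 in Cy5. These values correspond to signals 7.08-fold lower in unstimulated cells and 5.38-fold lower in stimulated cells.

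**Figure D1:**
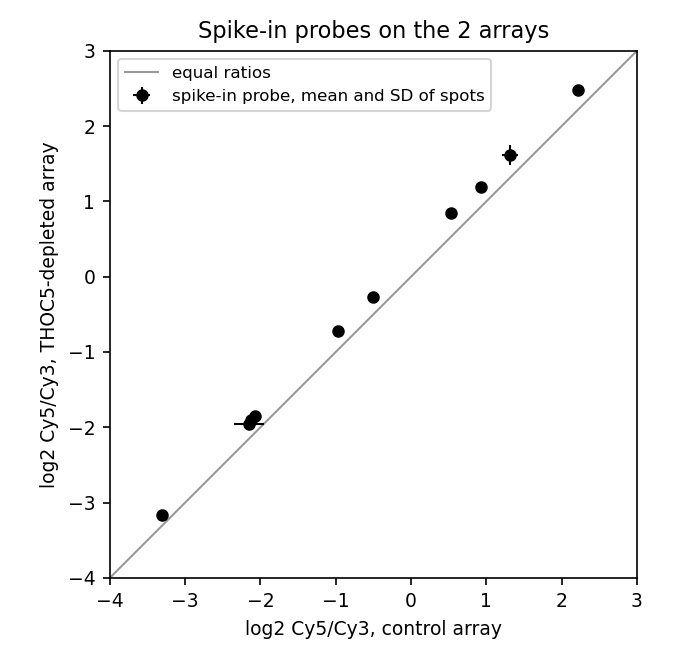
Log2 Cy5/Cy3 ratio of the 10 spike-in probes on the control array (x axis) and on the THOC5-depleted array (y axis), with the mean and SD of 32 spots per probe. The points follow the line of equal ratios with a slope of 1.02 and lie above it by 0.24 on average.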

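The arrays carried 39429 probes other than control probes. A gene symbol was given for 35777 of them, which represented 28312 genes. On the control array, 180 of these genes had a serum ratio above 4 when rounded to one decimal place, the first filter of the methods. A Cy5 processed signal above 200, the second filter, removed 87 of them and left 93 genes. The third filter, annotation in Ingenuity Pathway Analysis, could not be repeated from the files, and a gene symbol on the probe was required in its place. In all 93 genes, each of the 4 channels was called well above background. The same filters on the array of THOC5-depleted cells left 52 genes by the ratio and 28 genes by the ratio and the Cy5 signal. Of these 28 genes, 27 were also among the 93 genes, and the other was Dusp1, with a ratio of 3.21 in control cells and 5.76 in THOC5-depleted cells.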

In order to identify THOC5-dependent transcripts, whole data were subjected to a multistep filtering procedure as described in ‘Materials and Methods’ section. 

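For each of the 93 genes that passed the filters on the control array, the fold reduction was computed as the serum ratio in control cells over the serum ratio in THOC5-depleted cells. It was under 1.3 for 9 genes, from 1.3 to 2 for 16 genes and above 2 for 68 genes. The share of genes with a fold reduction of 1.3 or more was 90.3% (95% Wilson interval 82.6% to 94.8%, which treats the genes as independent draws). The median serum ratio was 6.52 in control cells and 2.85 in THOC5-depleted cells. The median fold reduction was 2.65, with a range from 0.559 to 9.20. The alternative that moved this share most scaled the log ratios of both arrays to one spread before the fold reduction was taken. With this scaling 51 genes had a fold reduction under 1.3, 24 genes one from 1.3 to 2 and 18 genes one above 2, and the share at 1.3 or more was 45.2%. The count from 1.3 to 2 moved most with a ratio above 3 as the first filter, to 38 genes. Selecting genes on one array favours ratios that are high there by chance, so the selection was also made in the other direction. Of the 28 genes that passed on the array of THOC5-depleted cells, 75% had the higher ratio in control cells, and 7.14% had a ratio at least 1.3 times higher in THOC5-depleted cells (95% Wilson interval 1.98% to 22.6%). The latter share was 34.6% without a minimum signal and 64.3% with the log ratios scaled to one spread. The median fold reduction of these 28 genes was 1.98. From the size of the fold reduction, the paper sorts the induced genes into the groups of Table 2 and calls those of group [a] THOC5-independent.

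**Figure D2:**
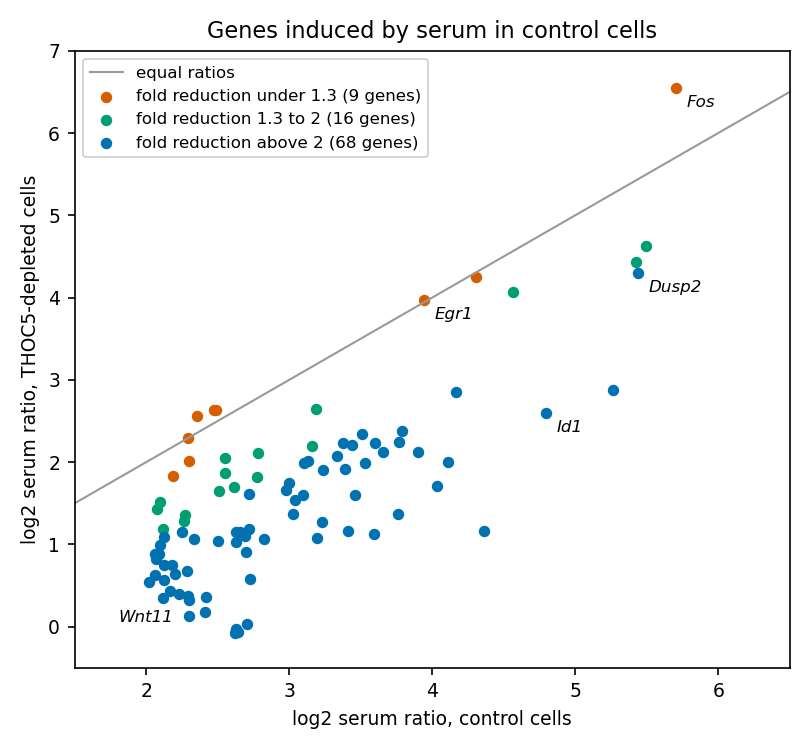
Log2 serum ratio (Cy5/Cy3, 1 h serum over unstimulated) of the 93 genes induced in control cells, in control cells (x axis) and in THOC5-depleted cells (y axis), with 1 array per condition. Each point is a gene, coloured by its fold reduction, and 68 genes lie below the line of equal ratios by more than 2-fold.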

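For the genes of group [a] of Table 2, probe positions are given on mm9. The probe of Fos lies on chromosome 12 from 86817900 to 86817959 and was printed as 10 spots. Its serum ratio was 52.2 in control cells and 93.4 in THOC5-depleted cells, with an SD of the log2 ratio between spots of 0.074 and 0.051. Egr1 (chromosome 18, 35024395 to 35024454) had ratios of 15.4 in control and 15.7 in THOC5-depleted cells. For Fosb (chromosome 7, 19888168 to 19888227), the ratios were 19.8 and 19.1. Ier2 (chromosome 8, 87186214 to 87186273) rose 5.56-fold in control cells and 6.22-fold in THOC5-depleted cells. C8orf4, which the array lists as 1810011O10Rik (chromosome 8, 25548154 to 25548213), rose 5.11-fold and 5.92-fold, and its dimmer second probe had a fold reduction of 0.795. Btg2 had ratios of 4.89 and 4.92, and Aoc3 had ratios of 4.91 and 4.02. Zfp36 (chromosome 7, 29161940 to 29161999) had a log2 ratio of 2.02 in control cells, which rounds to the limit of the first filter, and a ratio of 3.83 in THOC5-depleted cells. The fold reduction of the 8 genes had a median of 0.988 and a highest value of 1.22. Besides 7 of these genes, Sgk1 (fold reduction 1.28) and E330037I15Rik (0.903) were under 1.3 among the 93 genes that passed the filters. Sgk1 was singled out after its values were seen.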

Using this filter, a total of 101 genes were upregulated more than 4-fold in the presence of THOC5 (Table 2, Supplementary Table S1), while only eight genes were upregulated to a similar extent in the absence of THOC5 (Table 2 [a]). We first examined five genes which were similarly increased in the presence or absence of THOC5 and found a similar kinetics of response to serum (Figure 1B and C). These entities were exported to cytoplasm in the absence of THOC5 (Figure 1D). Six of these genes, including *c-Jun*, were previously described as ‘the most rapidly and transiently induced IEGs’ (19,20). Modulation of *c-Jun* levels by serum was not impaired by depletion of THOC5 (Figure 1B). Notably, THOC5-independent IEGs do not contain an intron (*Ier2, C8orf4, c-Jun*) or they are co-transcriptionally spliced (*Fos, FosB, Egr1, Zfp36, Btg2*) (19).

**Figure 1.**
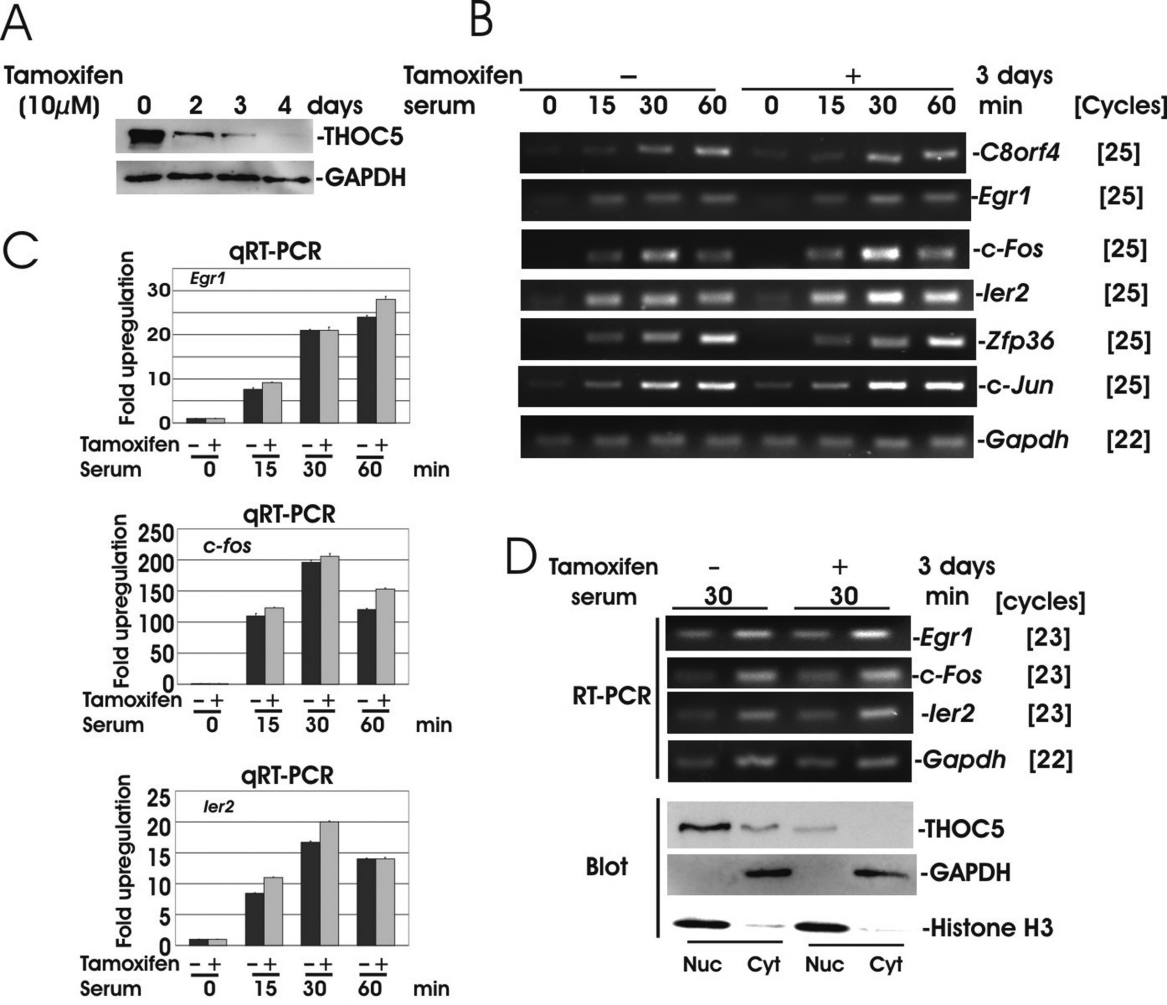
The most rapidly and transiently IEGs are not THOC5 dependent. (**A**) ER^T2^Cre THOC5 (flox/flox) MEF cells were treated with tamoxifen (10 μM) for 0–4 days as indicated. Total cell lysates were applied to THOC5- and GAPDH-specific immunoblot. (**B** and **C**) ER^T2^Cre THOC5 (flox/flox) MEF cells were treated with or without tamoxifen for 2 days and prior to incubation in medium without serum for 24 h. The cells were then stimulated with 20% serum for 0, 15, 30 and 60 min. Total RNA was isolated from each sample and semi-quantitative RT-PCR (B) and quantitative (q)RT-PCR (C) were performed. (**D**) Cells were prepared as described in (B and C) and stimulated with 20% serum for 30 min. RNA was isolated from the nuclear (Nuc) and cytoplasmic (Cyt) fractions and analyzed by RT-PCR. Fractionation quality was measured by immunoblot analysis of THOC5, GAPDH and Histone H3 (Blot). Three independent experiments were performed.

**Table 2.** List of THOC5 dependency of serum inducible genes

Fold reduction of upregulation [group]	Gene symbol
<1.3 fold (8 genes) [a]	Aoc3, Btg2, C8orf4, Egr1, Fos,Fosb, Ier2, Zfp36
1.3–2 fold (18 genes) [b]	Arc, Atf3, Ccno, Cxcl1, Cyr61, Dnajb1, Dusp6, Egr2, Gem, Lsmem1, Nppb, Nr4a1, Rcan1, Rgs16, Sgk1, Skil, Tnfaip3, Trib1
>2 fold (75 genes) [c]	A3galt2, Agbl3, Apobec1, Apol8, Areg, Arl5b, Bhlhe40, C4orf26, Ccrn4l, Cdkn1a, Clcf1, Cmtm4, Csf2, Csf3, Csrnp1, Ctgf, Cul9, Dlx2, Dusp2, Dusp4, Dusp5, Ereg, Errfi1, F3, Fes, Foxc2, Gzmm, Hapln3, Has1, Hbegf, Hes1, Id1, Id2, Id3, Id4, Ier3, Ier5, Ifrd1, Il11, Inhba, Itga5, Junb, Kctd11, Kdm6b, Klf10, Klf9, Klhl21, Lce1f, Lce1h, Lce1i, Lif, Maff, Mmp10, Myc, Myo15a, Nfatc1, Npas4, Pdgfa, Penk, Phlda1, Proca1, Ptgs2, Ret, Serpinb2, Serpine1, Smad7, Snai1, Sox9, Sphk1, Spry4, Tmem88, Tmem95, Usp17l24, Vegfa, Wnt11

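The genes of Table 2 were matched to the array by the accession numbers of Table S1. Of 101 genes, 98 were found under their accession number, 2 in the list of accessions that the array gives for a probe, and 1 by its symbol. On the probes matched in this way, 87 of the 101 genes passed both filters. For Nfatc1 and Vegfa, named because of their values, the matched probe differs from the gene's brightest probe, and 86 of the 93 genes selected over the whole array are in Table 2. The serum ratio in control cells was below the first filter for 9 genes, and for 6 of these it was still 4 when rounded to a decimal place. The other 5 genes had a Cy5 signal of 200 or less, the lowest being 143.9 for Proca1, which was singled out after its value was seen. The fold reduction placed 96 of the 101 genes in the group that Table 2 gives. These were 8 of 8 genes in group [a], 16 of 18 in group [b] and 72 of 75 in group [c]. Of the remaining 5 genes, Trib1 is listed in group [b] and had a fold reduction of 2.25, and Sgk1 is listed there with 1.28. Cmtm4, Fes and Myc are listed in group [c] and had values of 1.31, 1.90 and 2.00, that of Myc being just below 2. Cmtm4, Fes, Proca1 and Sgk1 are named because of their values. For 13 of the 101 genes more than 1 probe was matched in this way, and for 6 of them the probes fell in different groups. Probes under other accession numbers of a gene were not considered here. When any matched probe of a gene was allowed to count, an alternative chosen after seeing the data, 98 genes fell in the group of Table 2.

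**Figure D3:**
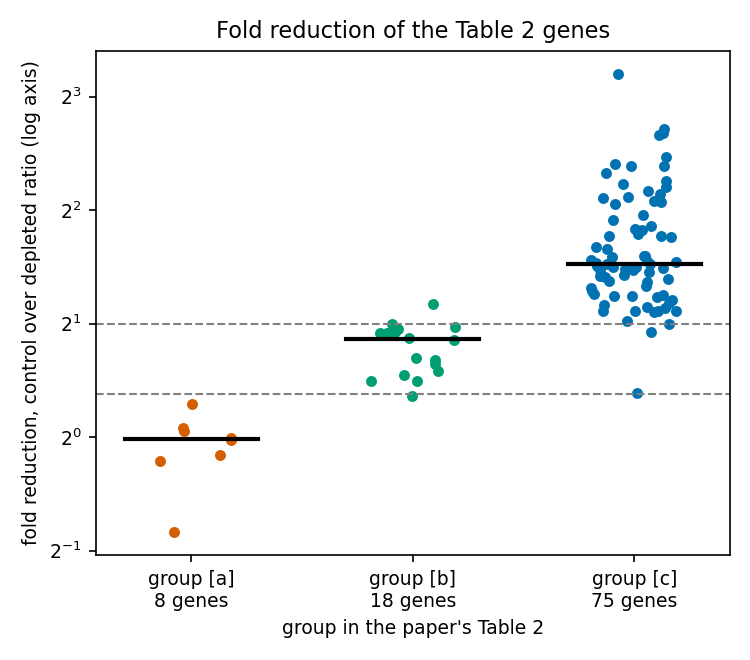
Fold reduction of the 101 genes of Table 2 (y axis, log scale; serum ratio in control over THOC5-depleted cells, 1 array each) by the group given in Table 2. Points are genes, black lines are group medians (0.988, 1.82 and 2.88), and broken lines mark 1.3 and 2.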

Accession numbers of each gene described in Supplementary Table S1.

### 3′end-cleavage of *Id1, Id3* or *Wnt11* genes was impaired upon depletion of THOC5

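The 18 genes of group [b] had a median serum ratio of 5.86 in control cells and 3.55 in THOC5-depleted cells. In all 18, the ratio in THOC5-depleted cells was 2 or more, and in 7 it was above 4 when rounded. Among the 75 genes of group [c], the median ratio was 6.47 in control cells and 2.11 in THOC5-depleted cells. In this group 42 genes still had a ratio of 2 or more in THOC5-depleted cells, 11 of them above 4 when rounded, and 16 genes had a ratio of 1.5 or less. Over all 101 genes of Table 2 the median fold reduction was 2.63 (95% interval for a median over genes, 2.36 to 2.83). With the log ratios of both arrays scaled to one spread it was 1.23.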

We next investigated the IEGs, whose upregulation was reduced in the absence of THOC5. 

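The genes of Table S2, whose primers were used in the cycloheximide experiment, are 25 genes of Table 2. Of these, 24 are listed in group [c] and Trib1 in group [b]. On the arrays, 24 had a fold reduction above 2. Their fold reduction had a median of 3.78 and ran from 2.00 for Myc, just below 2, to 9.20 for Serpinb2. In THOC5-depleted cells 16 of these genes had a serum ratio of 2 or more, and 8 had a ratio of 1.5 or less. Id1 (chromosome 2 of mm9, 152563083 to 152563142) had a ratio of 27.7 in control cells and 6.03 in THOC5-depleted cells. Id3 was read by a probe placed on chromosome 4 from 135700075 to 135700249, a stretch longer than its 60 bases, and had ratios of 7.98 in control and 3.37 in THOC5-depleted cells. Wnt11 (chromosome 7, 106001985 to 106002045) rose 4.92-fold in control cells, and its ratio in THOC5-depleted cells was 1.10. Dusp2 had the highest control ratio of the list, 43.3, and a ratio of 19.7 in THOC5-depleted cells. For Lif the ratios were 13.6 in control and 4.74 in THOC5-depleted cells, and for Smad7 they were 16.4 and 3.28. Hes1 had ratios of 12.1 and 2.19, Errfi1 of 17.3 and 4.00, and Snai1 of 6.17 and 2.21. Myc (chromosome 15, 61821417 to 61821476) had a log2 ratio of 1.98 in control cells and 0.98 in THOC5-depleted cells. The paper reports shorter 3′ ends of Myc and Smad7 transcripts in THOC5-depleted cells. Probe positions were not compared with cleavage sites, so an effect of the shorter ends on these ratios was not examined.

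**Figure D4:**
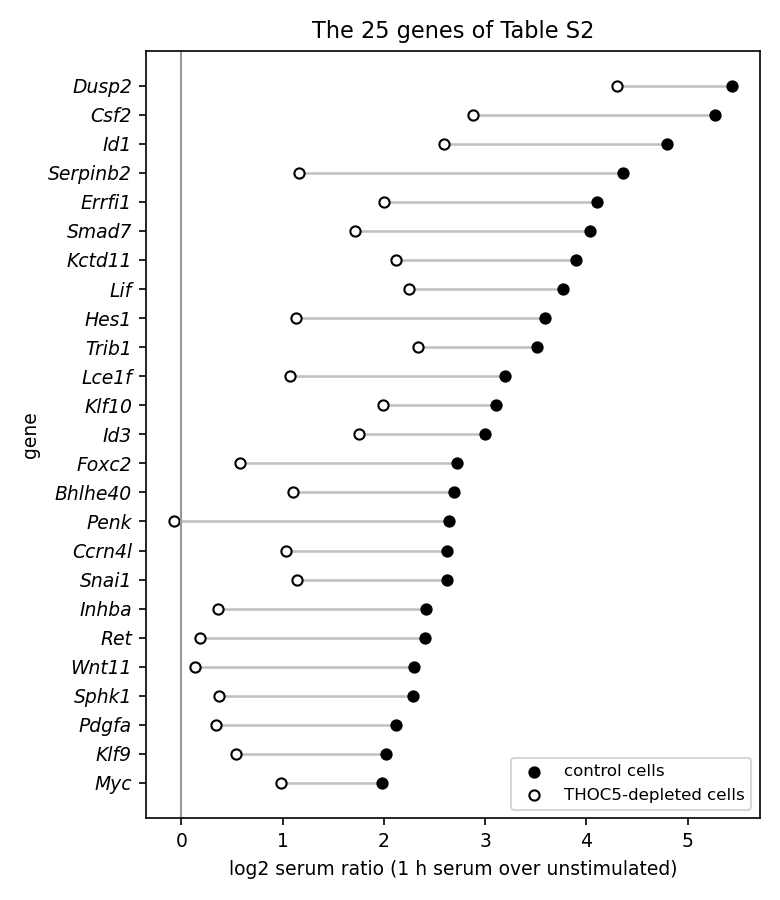
Log2 serum ratio (x axis, 1 h serum over unstimulated) of the 25 genes of Table S2 (y axis) in control cells (filled) and THOC5-depleted cells (open), with 1 array per condition. In each gene the open point lies to the left of the filled one, and that of Penk, at -0.07, lies below 0.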

We selected 25 genes from those that displayed a >50% reduction in gene induction upon depletion of THOC5 (Table 2, Group [c]). To eliminate genes which are increased in expression indirectly, ER^T2^Cre THOC5 (flox/flox) MEF cells were treated with and without cycloheximide then stimulated with serum. Sixteen genes were still enhanced in expression in the presence of cycloheximide (Supplementary Figure S1). We further analyzed kinetics of upregulation of 10 genes, namely *Id1, Id3, Wnt11* (Figure 2), *Dusp2, Errfi1, Hes1, Lif, Myc, Smad7* and *Snai1* (Figure 3) in the presence or absence of THOC5. Quantitative RT-PCR was performed using primers that locate at different exons (Table 1). Among these genes, *Id1, Id3* and *Wnt11* mRNAs were not increased in expression at any time points in THOC5-depleted cells (Figure 2A and B), indicating that THOC5 is indispensable for the processing of these mRNAs. Katahira *et* *al*. (14) recently showed that THOC5 plays a role in 3′end-processing of THOC5 target genes in HeLa cells. We next examined increased expression of uncleaved forms of *Id1*, *Id3* and *Wnt11* mRNAs upon serum stimulation. Primer pairs were designed that locate up- and down-stream of cleavage sites based on the NCBI data base (Table 1). As shown in Figure 2C, upon depletion of THOC5, the uncleaved *Id1*, *Id3* and *Wnt11* mRNAs were upregulated to an even greater level than they were in the presence of THOC5. To confirm these data, we next isolated chromatin associated mRNAs (Figure 2E) and semi-quantitative RT-PCR was performed. In the absence of THOC5, chromatin associated *Id1* and *Id3* mRNAs accumulated within 30 min (Figure 2F). Uncleaved and chromatin associated *Id3* mRNA was increased more than 2-fold in the absence of THOC5 within 30 min (Figure 2D and G, qRT-PCR), suggesting that these genes were transcribed, but that the mRNA was not cleaved in the absence of THOC5.

**Figure 2.**
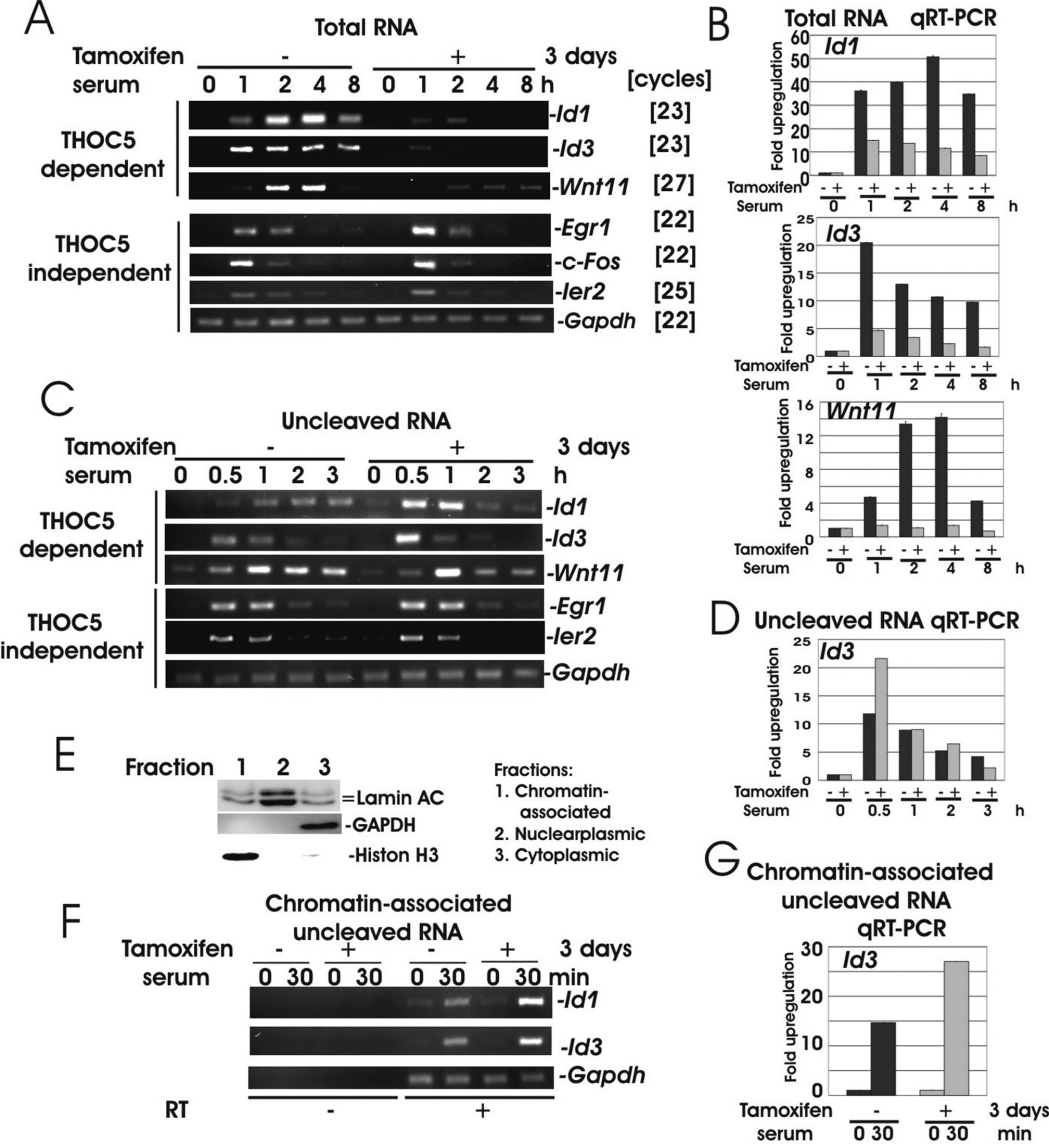
Upon depletion of THOC5, *Id1, Id3* and *Wnt11* genes were transcribed, but not released from chromatin. (**A** and **B**) ER^T2^Cre THOC5 (flox/flox) MEF cells were treated with or without tamoxifen for 2 days prior to incubation in medium without serum for 24 h. The cells were then stimulated with serum for 0, 1, 2, 4 and 8 h. Total RNA was isolated from each samples and semi-quantitative RT-PCR (A) and quantitative (q)RT-PCR (B) were performed. Primers were located in different exons (Table 1). (**C** and **D**) Cells were treated as described in (A) but stimulated with serum for 0.5, 1, 2 and 3 h. Nuclear RNA were isolated and used for RT-PCR. Primers were shown in Table 1. (**E**) Proteins were extracted from chromatin associated nucleoplasmic and cytoplasmic fractions and were used for LaminAC, GAPDH and Histone H3-specific immunoblot. (**F** and **G**) Chromatin associated RNAs were isolated from cells stimulated for 30 min with serum in the presence (Tamoxifen−) or absence (Tamoxifen+) of THOC5 and RT-PCR was performed using the same primers as (C and D). Three independent experiments were performed.

**Figure 3.**
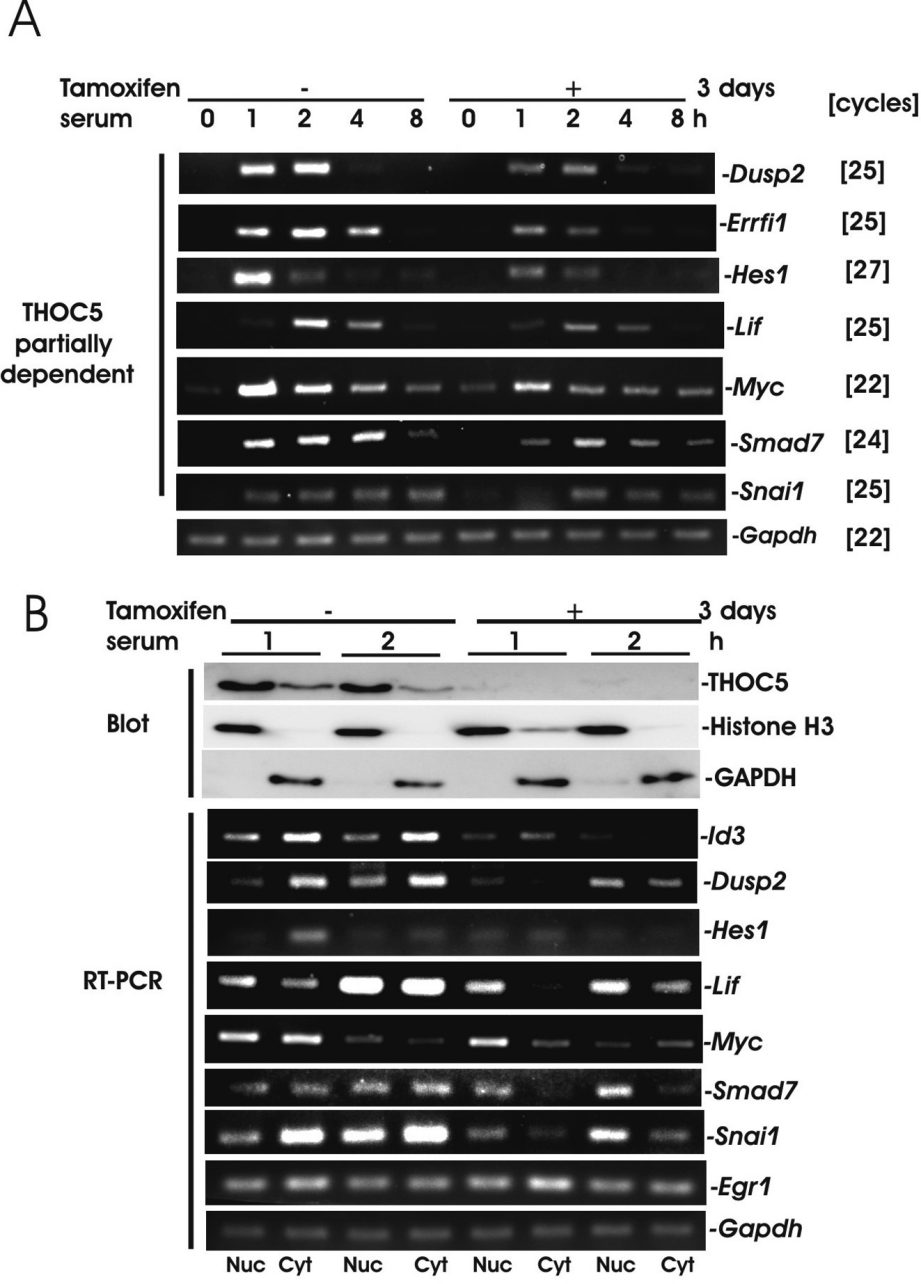
Most IEGs were THOC5 dependent, however the redundant backup pathways partially rescue their upregulation. (**A**) ER^T2^Cre THOC5 (flox/flox) MEF cells were treated as described in Figure 2A and semi-quantitative RT-PCR were performed as indicated. Primers were located at different exons (Table 1). (**B**) Protein and total RNAs were isolated from nuclear and cytoplasmic fractions after 1 or 2 h serum stimulation. Proteins were used for THOC5, Histone H3 or GAPDH-specific immunoblot (Blot) and RNAs were used for RT-PCR as indicated. Three independent experiments were performed.

### Redundant backup pathways only partially rescued the transcription and splicing of most IEG in the absence of THOC5

Upon deletion of THOC5, most IEGs, such as *Dusp2, Errfi1, Hes1, Lif, Myc, Smad7* and *Snai1* were upregulated at a reduced level compared to control cells but with similar kinetics to those in control cells (Figure 3A). We next examined the export of these mRNAs. The nuclear and cytoplasmic RNA were isolated from THOC5 depleted cells or control MEF cells before or after serum stimulation. To validate the quality of the nuclear and cytoplasmic fractions, the marker proteins GAPDH (cytoplasmic fraction) and Histone H3 (nuclear fraction) were employed plus THOC5*-*specific assay immunoblotting (Figure 3B). Both fractions were standardized in regard to *Gapdh* mRNA expression level, and then spliced *Dusp2, Hes1, Lif, Myc, Smad7* and *Snai1* mRNAs were examined by semi-quantitative RT-PCR using primers that locate at different exons (Table 1). As shown in Figure 3B, these RNAs were not increased in expression to the same level, and they accumulated in the nucleus. Thus, the export of *Dusp2, Hes1, Lif, Smad7* and *Snai1* mRNAs was clearly reduced (Figure 3B). These data suggest that a redundant backup pathway partially rescued the upregulation of these genes. We next examined the 3′end-cleavage sites of these genes in the presence or absence of THOC5.

### 3′end-cleavage sites of *Myc*, and *Smad7* transcripts were different in the presence or absence of THOC5

We next isolated *Id1, Id3, Myc, Smad7, Egr1*, *c-Fos* and *Ier2* mRNAs and analyzed the cleavage and polyadenylation sites in the presence or absence of THOC5 as previously described (16). In the presence of THOC5 all mRNAs except *Smad7* and *Egr1* are identical to the sequences published in NCBI (RefSeq numbers are shown in Figure 4). We detected *Smad7* with the seven nucleotides (nt) shorter form (Figure 4B) and *Egr1* with the 25 nt longer form (Figure 4C) exclusively. These may be due to differences in cell type. Upon knockdown of THOC5, no transcript of *Id1* or *Id3* was detected, however we detected both *Myc* and *Smad7* mRNA*s* with ∼100 nt shorter forms (arrows in red) than those in the presence of THOC5 (arrows in black) (Figure 4B). We confirmed these data by semi-quantitative RT-PCR using primers that are located up- or down-stream of THOC5-independent cleavage sites (Figure 4B). Knockdown of THOC5 did not influence the cleavage site of *Egr1*, *c-Fos* and *Ier2* (Figure 4C, arrows in red). Recently, Katahira *et* *al*. (14) proposed that THOC5 affects alternative polyadenylation site choice by recruiting cleavage factor I of constitutively active genes in HeLa cells. To examine whether the alternative polyadenylation site is one of the elements for THOC5 dependency of IEGs, we next analyzed the positions of potential polyadenylation signal (PAS) hexamers (Figure 4, arrows in white) (21) and the ‘UGUA’ element (Figure 4, blue *) in the last 500 nt of 3′UTR of these genes. We did not find any substantial differences between THOC5-dependent and -independent IEGs regarding the type of PAS hexamers (Figure 4D). For example, *Id3, Myc, Ier2* and *c-Fos* contain PAS ‘AAUAAA’ (I), while *Id1, Smad7* and *Egr1* contain PAS ‘AUUAAA’ (II). Notably, *Myc* and *Smad7* (THOC5 partially dependent) genes contain 8 and 11 PAS, respectively, while *Id1* and *Id3* (THOC5 tightly dependent) genes contain only 2–3 PAS in the last 500 nt (Figure 4A, and B).

**Figure 4.**
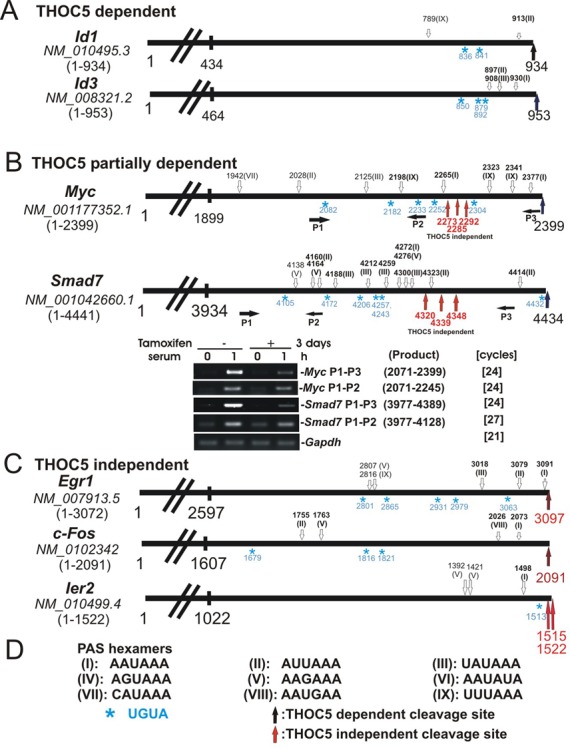
In the absence of THOC5, processing of *Myc* or *Smad7* genes was partially rescued by a backup pathway but cleaved ∼100 nt upstream from the cleavage site in the presence of THOC5. Schematic presentation of 3′UTR of several IEGs and their accession numbers (italic). Numbers represent nucleotide numbers without poly A. . PAS hexamers (white arrows; numbers represent the first nucleotide of PAS sequence shown in (**D**). Common PAS hexamers in mouse and human were shown in bold and the UGUA element was shown ‘blue *’. THOC5 dependent cleavage sites are presented by black arrows; THOC5 independent cleavage sites are represented by red arrows. (**A**) 3′UTR of THOC5 dependent genes, *Id1* and *Id3.* (**B**) 3′UTR of *Myc* and *Smad 7* genes: both genes contain THOC5 independent cleavage sites. Semi-quantitative *Myc* and *Smad7-*specific RT-PCR using up- (P1–P2) or down- stream (P1–P3) of THOC5 independent cleavage sites in the presence or absence of THOC5. (**C**) THOC5 independent gene (the most rapidly induced IEG). (D) Sequences of PAS hexamers that were indicated (21) in (A–C) as I-IX.

### THOC5 interacts with CPSF100

The 3′end-processing machinery is composed of ∼20 core factors, representing CPSF, cleavage stimulation factor (CstF), cleavage factors I and II (CFIm, CFII) and poly(A) polymerase. In addition, many associated factors are responsible for the cleavage and polyadenylation reaction (22,23).

To obtain further insight into the molecular function of THOC5 in 3′end-processing of IEGs, we performed an interactome analysis on THOC5 with the specific remit of searching for protein members of the 3′end-processing machinery that interact with THOC5 upon serum-stimulation. In supplementary Supplementary Table S3, we provide details of proteins that were observed using mass spectrometry in a TAP (tandem affinity purification, Stratagene, La Jolla, CA, USA)–THOC5 complex from serum treated cells specifically. It was of major interest that this interactome analysis revealed that upon stimulation with serum THOC5 formed a complex with CPSF100 in the presence of RNaseT1. We confirmed the interaction between THOC5 and CPSF100 by co-immunoprecipitation using THOC5 or CPSF100 antibodies (Figure 5A and B). CFIm68 was not precipitated with THOC5 before and after serum stimulation (Figure 5A), suggesting that the role of THOC5 in regulation of 3′end-processing of IEG may be different than in constitutively active genes in HeLa cells (14).

**Figure 5.**
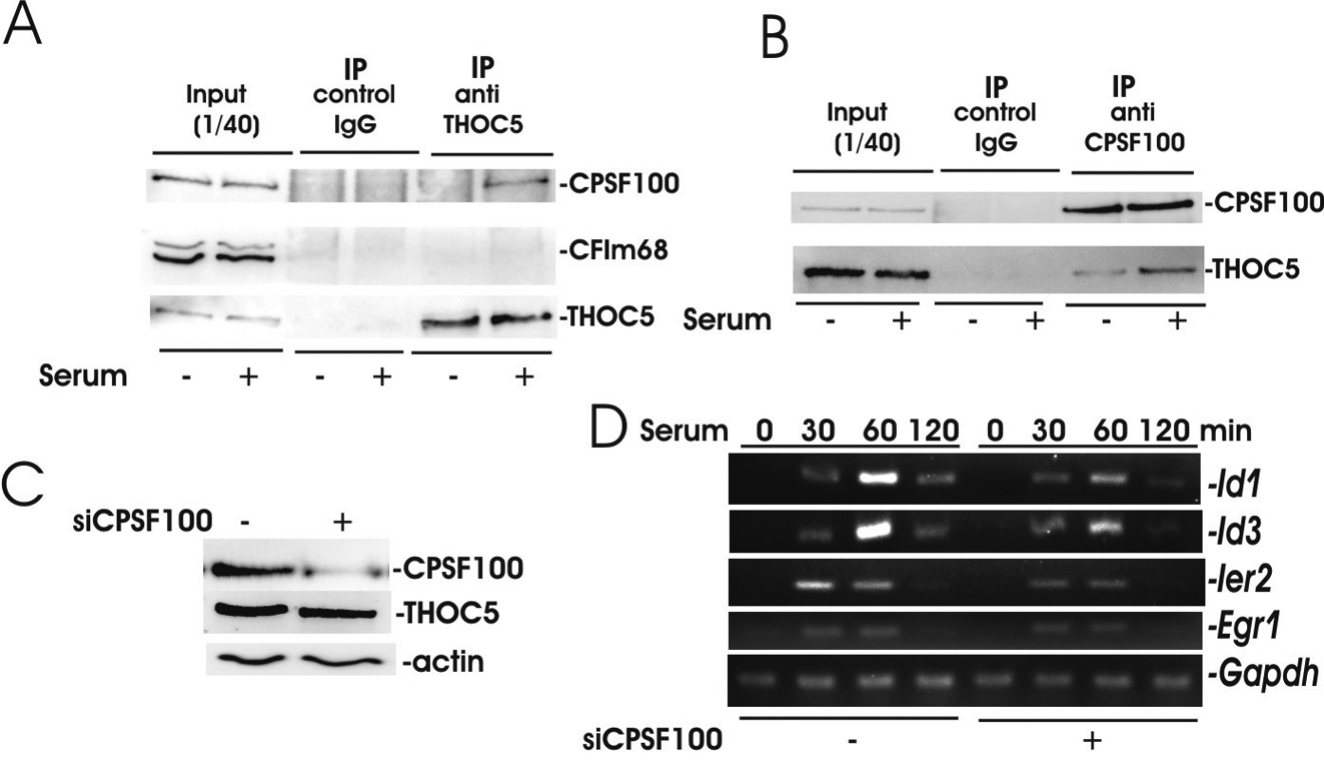
Upon stimulation with serum CPSF100 forms a complex with THOC5. (**A** and **B**) ER^T2^Cre THOC5 (flox/flox) MEF cells were serum starved for 24 h and then stimulated with or without serum for 1 h. Nuclear fractions were isolated using RNase and then precipitated with antibody against THOC5 (A), or CPSF100 (B). Immunoprecipitates were analyzed by THOC5, CPSF100 or CFIm68-specific immunoblot. (**C**) Mouse NIH3T3 cells were transfected with CPSF100-specific siRNA and control siRNA and cell lysates were used for THOC5 and CSPF100-specific immunoblot. Actin was used as a loading control. (**D**) Sister cultures from (C) were incubated without serum for 24 h, and then cells were stimulated with serum for 30, 60 or 120 min. RNAs were isolated from each sample and semi-quantitative RT-PCR was performed using *Id1, Id3, Ier2*, *Egr1* and *Gapdh*-specific primers (Table 1). Three independent experiments were performed and an example of representative data is shown here.

We next examined the role of CPSF100 in 3′end-processing of IEGs. The amount of CPSF100 was reduced to ∼50% by transfection with siRNA against CPSF100 (Figure 5C). In these cells serum enhanced expression of both THOC5-dependent or independent IEGs were reduced (Figure 5D), indicating that this factor plays an essential role in 3′end-processing of THOC5-dependent and -independent genes. We next examined whether THOC5 regulates the recruitment of CPSF100 to those mRNA species that can be defined as THOC5 target IEGs from THOC5 depletion studies.

### THOC5 is required for recruiting of the CPSF100 to 3′end of THOC5 target gene

We have previously shown that THOC5 is recruited to the last exon, but not the promoter region of the *Ets* gene induced by stimulation with macrophage-colony stimulating factor (M-CSF) (12). In agreement with these data, after stimulation with serum THOC5 was recruited to 3′UTR of the *Id3* gene, but not the promoter region of *Id3* (Figure 6A) (24). THOC5 was not recruited to the THOC5-independent IEG, *Ier2* (Figure 6A). In control cells, CPSF100 was recruited to 3′UTR of the *Id3* and *Ier2* genes. In THOC5-depleted cells, CPSF100 was recruited to the *Ier2* gene to a similar extent as in control cells, while it was not recruited to the *Id3* gene (Figure 6B), suggesting that THOC5 plays a role in recruitment of CPSF100 to 3′UTR of its target gene. RNA polymerase II was equally recruited to both genes in the presence or absence of THOC5 (Figure 6C), suggesting that THOC5 participates in 3′end-processing, but not elongation of THOC5 target genes.

**Figure 6.**
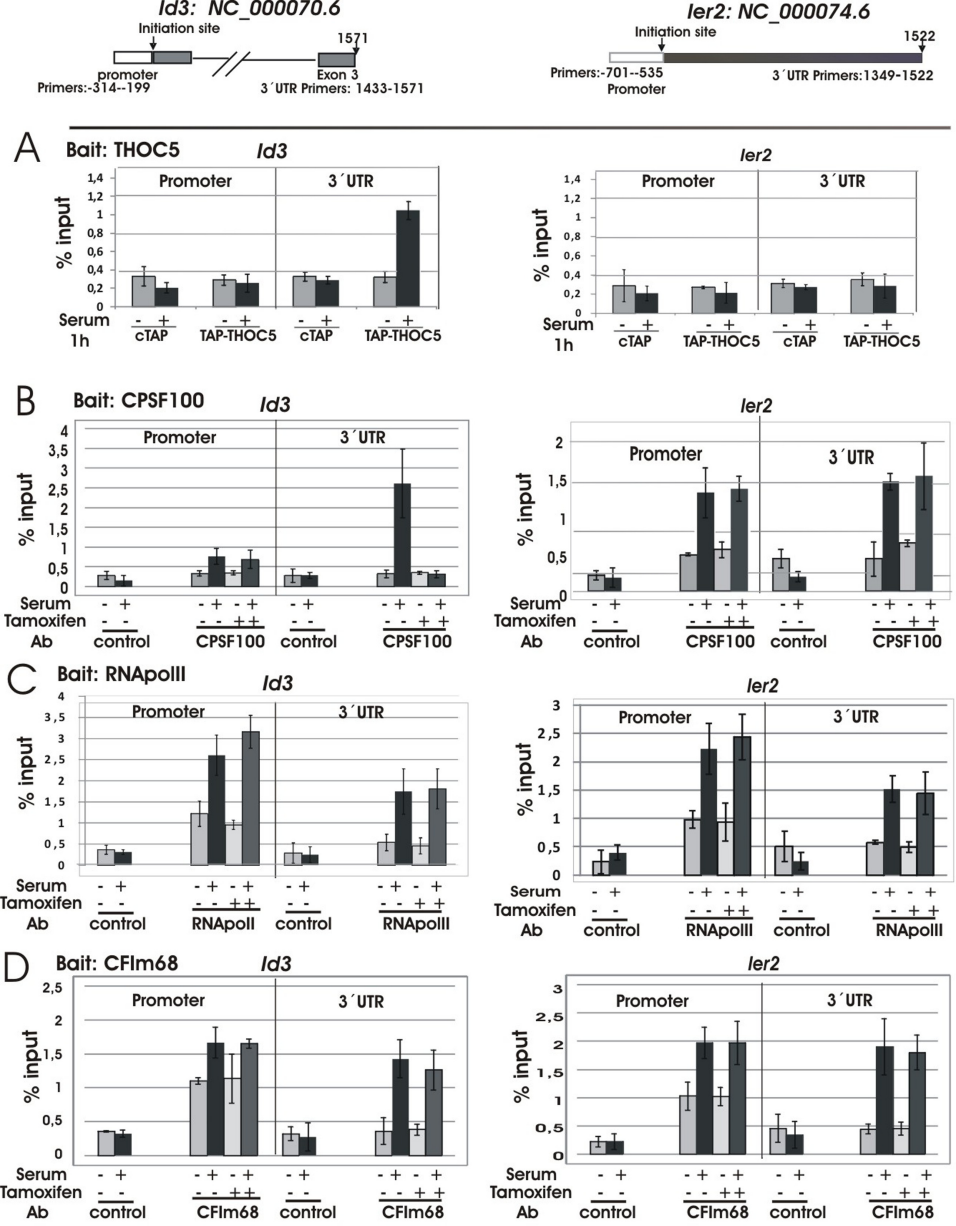
THOC5 is required for recruiting of the CPSF100 to 3′end of THOC5 target gene. pCTAP (cTAP) and pCTAP carrying THOC5 cDNA (TAP-THOC5) were transfected into mouse NIH3T3 cells (Bait: THOC5 (**A**)), or ER^T2^ THOC5 (flox/flox) MEF cells were treated with or without tamoxifen for 2 days (Baits: CPSF100 (**B**), RNApolymerase II (**C**), or CFIm68 (**D**)). The cells were then incubated for 24 h in the presence of 20% FCS. After serum starvation for 24 h, cells were stimulated with (+) or without (−) serum for 1 h. After cross-linking by adding formaldehyde, protein and DNA were extracted and the chromatin was sheared by sonication. Cell extracts and binding fractions with streptavidin Sepharose or immunoprecipitates using CPSF100, RNApolymerase II or CFIm68 antibodies or control IgG were analyzed by *Id3* (promoter region (-314- -199)and 3′UTR in exon 3 (1433-1571)) and *Ier2* (promoter region (-701- -535) and 3′UTR region (1349-1522))-specific PCR (Table 1; ChIP). The promoter region of each gene was described by Zhao *etal*. (24). Numbers represent nucleotide numbers from the initiation site for each gene. Data represent% input of each PCR reaction. Three independent experiments were performed.

Katahira *et* *al*. (14) proposed that THOC5 affects alternative polyadenylation site choice by recruiting CFIm68 in HeLa cells. Here, CFIm68 is recruited to the promoter region of THOC5 target genes that are constitutively active. We next examined whether CFIm68 is also recruited to THOC5-dependent IEGs in the absence of THOC5. In agreement with previous data (14), CFIm68 was recruited to promoter regions of both genes. Strikingly, CFIm68 was also recruited to the *Id3* gene in the absence of THOC5 (Figure 6D), suggesting that the regulation of 3′end-processing of IEG may be different than in constitutively active genes.

## DISCUSSION

Eukaryotic protein coding genes are divided into two groups. One group is regulated by signals, the so called IEGs or inducible genes, and the other one is a group of genes which are constitutively active (such as housekeeping genes). It has been shown that transcriptional regulation of inducible genes may be different than that of housekeeping genes (25,26). RNA polymerase II is already present and poised for transcription at many inducible genes. Upon cell stimuli paused RNA polymerase II is released into productive transcription elongation (27). Moreover, it has been proposed that full-length LPS-induced nascent RNAs that contain introns appear to accumulate on chromatin, presumably to complete processing, prior to release of functional mRNAs and are then exported to the cytoplasm (19). However 3′end-cleavage and export of IEGs have not been well studied. In this case the THO complex was shown to play a role in 3′end-processing and nuclear export of IEG RNAs. We have previously identified THOC5-dependent mRNAs in the fibroblast system (11). Surprisingly, only 143 genes were downregulated by depletion of THOC5. Along the same line, depletion of THOC5 in HeLa cells does not affect bulk poly (A)+ RNA export (28) and it has been recently shown that the knockdown of THOC5 in HeLa cells leads to downregulation of 275 genes (14). Despite downregulation of <1% of genes upon THOC5 depletion, the knockdown of THOC5 in mice showed strong phenotypic traits. THOC5 depletion in adult mice causes suppression of hematopoiesis (29) and intestinal epithelial differentiation (15). On the other hand, we have previously shown that the depletion of THOC5 in differentiated organs such as liver did not cause any pathological alteration. In addition, in this organ constitutively expressing mRNAs such as albumin and transferrin mRNAs are THOC5-independent (15), suggesting that THOC5 plays a more important role in genes that are expressed transiently upon cell extrinsic and intrinsic signals which regulate cellular differentiation, proliferation and lineage specificity. We show here that although six THOC5 independent IEGs out of eight genes are involved in cell proliferation, more than 80% of the THOC5 target IEGs are relevant to the proliferation of MEF cells. In addition, using the bone marrow macrophage system we previously showed that genes with regulation of differentiation are apparently a target of THOC5 action (12). The depletion of THOC5 influences 3′end-processing, and mRNA export of most IEGs. In this context, one of the cleavage- and polyadenylation-specific factors, CPSF100 was recruited to the 3′end of THOC5 target IEG only in the presence of THOC5, however the mechanism by which THOC5 recruited CPSF100 to its target genes still remains to be studied.

Recently, Katahira *et* *al*. (14) proposed that THOC5 affects alternative polyadenylation site choice by recruiting cleavage factor I 68 (CFIm68 or CPSF6) on constitutively active THOC5 target genes, however the known THOC5 target mRNA, Hsp70 (8,11,13,30) and some of our identified THOC5 target genes do not contain an alternative polyadenylation site. Moreover, 70–75% of human mRNAs contains a potential alternative polyadenylation site (31). In this context, we compared the location of PAS hexamers and UGUA elements in THOC5-dependent and -independent genes, however we did not find any substantial differences between these genes. PAS can be repressed by non-coding small RNA such as micro RNA (32) or U1 snRNP (33).

Notably, THOC5-independent rapid IEGs do not contain introns (*Ier2, C8orf4, c-Jun*) or they are co-transcriptionally spliced (*Fos, FosB, Egr1, Zfp36, Btg2*) (19). It is presently not clear, however, whether splicing or introns influence THOC5 dependency.

These data indicate that IEG response is not only controlled by the transcriptional regulator, but also by the THO complex via 3′end-processing machinery.

## ACCESSION NUMBERS

The complete microarray data along with processing protocols have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE59561.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: THOC5 controls 3′end-processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100)
**Source:** Nucleic Acids Res. 2014 Oct 1;42(19):12249–60. doi: 10.1093/nar/gku911
**Supplement:** SUPPLEMENTARY DATA

THOC5 controls 3′end-processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100) — THOC5 controls 3′end-processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100) — SUPPLEMENTARY DATA 

# THOC5 controls 3′end-processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100)

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: THOC5 controls 3′end-processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100)
**Source:** Nucleic Acids Res. 2014 Oct 1;42(19):12249–60. doi: 10.1093/nar/gku911
**Supplement:** SUPPLEMENTARY DATA

## Supplementary Data, Tran et al.

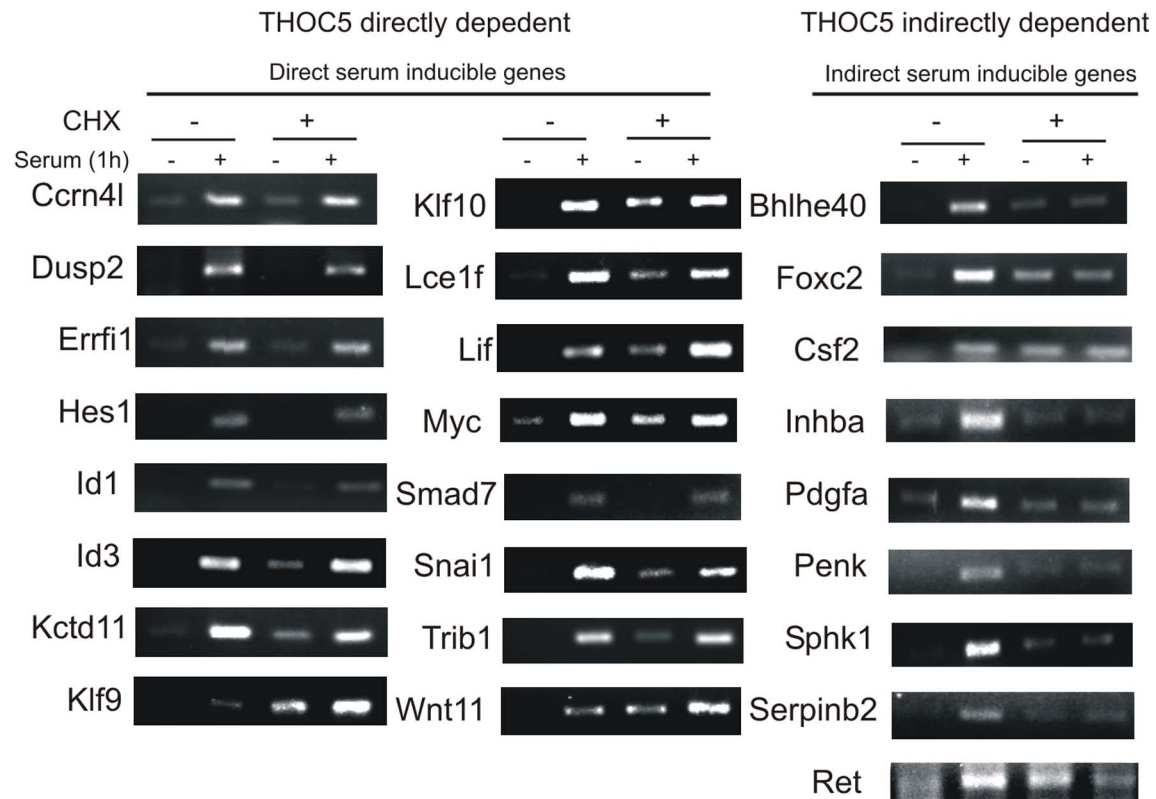

**Figure S1: Identification of direct upregulated genes upon serum stimulation.**

Cells were treated with or without cycloheximide and were then serum starved.

Before or after serum stimulation for 1h, RNAs were isolated and supplied for semi-quantitative RT-PCR.

PCR primers are shown in Table S2.

**Table S1: List of 101 genes which are upregulated more than 4-fold:**

**Table S2.** PCR primer pair sequences for cycloheximide treatment experiment.

| Gene            | Accession number | Forward primer          | Reverse primer           |
|-----------------|------------------|-------------------------|--------------------------|
| <b>Bhlhe40</b>  | NM_011498.4      | GAAGCACGTGAAAGCATTGAC   | AGTGACGAGCTGGGAAGATTT    |
| <b>Ccrn4l</b>   | NM_009834.2      | CGCGTCATGCAGTGGAACATCC  | CCCAGTCTACTGAGGAGTGGCTG  |
| <b>Csf2</b>     | NM_009969.4      | CTTGGAAGCATGTAGAGGCCAT  | CGTAGACCCCTGCTCGAATATCT  |
| <b>Dusp2</b>    | NM_010090.2      | TGTGGAATCTTGCCCTACCT    | CCCACTATTCTTCACCGAGTCTA  |
| <b>Errfi1</b>   | NM_133753.1      | GCTGCTCAGGATATTCGAGTC   | CCAACAGTTGTTAGGTGCTCC    |
| <b>Foxc2</b>    | NM_013519.2      | CACCTCCTGGTATCTGAACCAC  | GACGGCGTAGCTCGATAGG      |
| <b>Hes1</b>     | NM_008235.2      | CCAGCCAGTGTCAACACGA     | AATGCCGGGAGCTATCTTTCT    |
| <b>Id1</b>      | NM_010495.3      | CTGAACCTCGGAGTCTGAAGT   | ACTTTTTCTCTTGCCTCCT      |
| <b>Id3</b>      | NM_008321.2      | CGCATCTCCCGATCCAGACA    | CTGGGTAAAGATCGAAGCTCATCC |
| <b>Inhba</b>    | NM_008380.1      | TGAGAGGATTTCTGTTGGCAAAG | TGACATCGGGTCTCTTCTTCA    |
| <b>Kctd11</b>   | NM_153143.4      | TCTCGGGGTACACCTGCAT     | TCTAGCCGAAAATGTGGACCT    |
| <b>Klf10</b>    | NM_013692.3      | CATCTGAAGGCCACGTGAG     | AGCTTCTTGCTGATAGGTGG     |
| <b>Klf9</b>     | NM_010638.4      | TGGAGAGTCCCGATGAGGATA   | GAGGCGTGTTCCTTCCCTTCG    |
| <b>Lce1f</b>    | NM_026394.3      | CACAGTCTTGCTCCTGAACAC   | GCAGCATCCTCCAGAGCTAC     |
| <b>Lif</b>      | NM_008501.2      | GCTGTATCGGATGGTCGCATA   | CACAGACGGCAAAGCACATT     |
| <b>Myc</b>      | NM_001177352.1   | GCTGGATTTCTTTGGGCGT     | CGCAACATAGGATGGAGAGCA    |
| <b>Pdgfa</b>    | NM_008808.3      | CGATGAGGACCTGGGCTT      | TTCTCGGGCACATGGTTAATG    |
| <b>Penk</b>     | NM_001002927.2   | GGACTGCGCTAAATGCAGCTA   | GAAGCCTCCGTACCGTTTCAT    |
| <b>Ret</b>      | NM_001080780.1   | CAAGGCCTTACTGTCTGCACA   | CGCTGAGGGTGAAACCATCC     |
| <b>Serpinb2</b> | NM_011111.4      | GCTCAACAATCAACACACCAC   | GGTAGCAGGTTTGGGATTTC     |
| <b>Smad7</b>    | NM_001042660.1   | GCATTCCTCGGAAGTCAAGAG   | CCAGGGGCCAGATAATTCGT     |
| <b>Snai1</b>    | NM_011427.2      | CAAGGAGTACCTCAGCCTGG    | GGTCAGCAAAAGCACGGTT      |
| <b>Sphk1</b>    | NM_001172472.1   | TATGCTGGGTACGAGCAGGT    | CCCACTGTGAAACGAATCTCC    |
| <b>Trib1</b>    | NM_144549.4      | CCGAATCGCCGACTACCTG     | CGCACATAGGAGTGCATGTCT    |
| <b>Wnt11</b>    | NM_009519.2      | GGTGGTACACCGGCCTATG     | TCACTGCCGTTGGAAGTCTTG    |

**Bhlhe40**: basic helix-loop-helix family, member e40 (217nt); **Ccrn4l**: CCR4 carbon catabolite repression 4-like (S. cerevisiae) (207nt); **Csf2**: colony stimulating factor 2 (granulocyte-macrophage) (157nt); **Dusp2**: dual specificity phosphatase 2 (232nt); **Errfi1**: ERBB receptor feedback inhibitor 1 (182nt); **Foxc2**: forkhead box C2 (192nt); **Hes1**: hairy and enhancer of split 1 (166nt); **Id1**: Inhibitor of DNA binding 1 (203nt); **Id3**: Inhibitor of DNA binding 3 (202nt); **Il1rl1**: interleukin 1 receptor-like 1 (202nt); **Inhba**: inhibin beta-A (183nt); **Kctd11**: potassium channel tetramerisation domain containing 11 (239nt); **Klf10**: Kruppel-like factor 10 (218nt); **Klf9**: Kruppel-like factor 9 (160nt); **Lce1f**: late cornified envelope 1F (242nt); **Lif**: leukemia inhibitory factor (156nt); **Myc**: myelocytomatosis oncogene (274nt); **Pdgfa**: platelet derived growth factor, alpha (232nt); **Penk**: preproenkephalin (274nt); **Ret**: ret proto-oncogene (199nt); **Serpinb2**: serine (or cysteine) peptidase inhibitor, clade B, member 2 (226nt); **Smad7**: SMAD family member 7 (225nt); **Snai1**: snail family zinc finger 1 (179nt); **Sphk1**: sphingosine kinase 1 (218nt); **Trib1**: tribbles homolog 1 (249nt); **Wnt11**: wingless-related MMTV integration site 11 (183nt).

Table S3: A list of the proteins identified via mass spectrometry from the gel walk of the TAP-TAG THOC5 immunoprecipitation in the presence and absence of serum:

|        |   |   |         |   |   |
|--------|---|---|---------|---|---|
| UQCRC2 | 9 | 0 | VTN     | 3 | 0 |
| USO1   | 5 | 1 | XAB2    | 1 | 1 |
| USP10  | 2 | 1 | XPO5    | 5 | 7 |
| USP5   | 1 | 0 | XPO7    | 3 | 1 |
| UTP14A | 1 | 0 | XPOT    | 8 | 2 |
| UTP20  | 0 | 2 | XRN1    | 0 | 5 |
| VPS35  | 1 | 0 | YTHDC2  | 1 | 4 |
| VPS4A  | 0 | 2 | ZRANB1  | 1 | 1 |
| VPS52  | 2 | 4 | ZSCAN29 | 1 | 0 |
| VPS53  | 2 | 0 | ZW10    | 1 | 0 |

This table was compiled with the use of a list of known non-specific interactor proteins ([www.crapome.org](http://www.crapome.org)). A threshold value for the use of the crapome.org data was set by reference to known interactors of THOC5, namely THOC1, 2, and 3.

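Table S3 lists proteins recovered with tagged THOC5 from HEK293 cells by mass spectrometry. For each protein it gives the number of peptides seen in a sample without serum and in a sample with serum. A peptide number is not a measure of amount that can be compared between proteins, since longer and more abundant proteins give more peptides. The values here are the paper's, counted from its table. Of 406 proteins, 139 had peptides in both samples, 202 only in the sample without serum and 65 only in the sample with serum. The paper's numbers for THOC5 itself are 36 peptides without serum and 35 with serum. THOC1 is listed with 7 and 17 peptides, THOC2 with 12 and 20, and THOC3 with 2 and 0. CPSF100 is listed with 0 peptides without serum and 1 with serum, and CPSF73 with 1 and 0. For the binding of THOC5 to CPSF100, the paper also reports co-immunoprecipitation with antibodies against either protein.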

How the deposited data were processed for this re-analysis (not part of the article)

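RNA of mouse embryonic fibroblasts with a tamoxifen-inducible loss of THOC5 was measured on 2 dual-color Agilent arrays, 1 for control cells and 1 for THOC5-depleted cells. On both, Cy3 carried the unstimulated sample and Cy5 the sample after 1 h of serum. There was 1 array per condition and no array with exchanged dyes was used here. No p-value, standard error or test between conditions is therefore given. The 2 arrays were read as different conditions on the sample labels, and differences in slide position or culture cannot be separated from the condition.

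The authors deposited the text output of the scanner software (Feature Extraction 10.7.3.1), with probe positions on mm9. Per the file headers, the authors' deposited processed signals are intensities after background subtraction and after linear and LOWESS normalization of the dyes within each array. They were not scaled between arrays. The log ratio in the authors' files is the log10 of the Cy5 over the Cy3 processed signal. The authors also deposited a table of values for the whole series. For 100% of its 44397 features, it equalled within 1e-06 the size of the log10 ratio once both signals were raised to a floor (10.6 for the control array and 8.62 for the THOC5-depleted array, 1% of the 75th percentile of Cy3). That table held 0 negative values, although the scanner's log10 ratio was negative for 18655 features in control cells and 18600 in THOC5-depleted cells. It therefore lacks the sign, and was used only as an alternative, with the sign of the scanner's ratio. The number of columns that were not mapped to a sample is 0.

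Spots marked as outliers by the software were left out, and spots of one probe were averaged on the log scale. Probes were named through their accession in the reference annotation where it was found there, which was the case for 26412 of 35777 probes with a gene symbol, of which 3093 had another name in the reference. For a gene with several probes, the probe with the highest mean signal over the 4 channels was used. The paper's filters were applied as a ratio above 4 when rounded to a decimal place and a Cy5 signal above 200, and groups were formed at fold reductions of 1.3 and 2. Serum-repressed genes were those with a ratio of 0.25 or less and a Cy3 signal above 200. The annotation filter of Ingenuity Pathway Analysis could not be repeated, and a gene symbol was required in its place. Where only one of the 2 signals was well above background, the ratio is given as a bound, computed against the lowest signal called well above background in that channel.

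To compare unstimulated cells, the arrays were normalized by limma 3.58.1 (Aquantile), and genes well above background in Cy3 on at least 1 array were counted when they differed by 2-fold or more. These counts compare signals across arrays, which are less precise than ratios within one array. The precision within an array was read from 399 probes printed as 10 spots, and 10 spike-in probes of 32 spots were used to compare the arrays. Shares have Wilson intervals at 95%, which cover only the number of genes, and genes are not independent replicates.

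Alternatives set before the data were examined were normexp background correction with an offset of 50 and loess, signals without dye normalization, the series table of values, other signal filters, a floor of 50, scaling of the signals or of the spread of log ratios between arrays, other fold thresholds and group limits, other rules for several probes, other annotation filters, outlier spots kept, and another scaling or channel for the comparison of unstimulated cells. A few others were chosen after seeing the data and are named where they are used. The named genes are those of Table 2 and those named in the paper's text, the genes of Table S2, members of the THO and CPSF complexes, Gapdh, and the 5 genes with the largest value in each of the lists of induced genes outside Table 2, genes with the largest ratio in THOC5-depleted over control cells, repressed genes, and genes lower or higher in unstimulated THOC5-depleted cells. A gene named outside this rule is marked as such.

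The procedure was tested on simulated data with 200 changed genes among 31870. The simulated changes were 8-fold, kept or reduced 4-fold on the other array, in genes with every signal above 500, so recovery near the limits of 4, 1.3 and 2 was not tested. The procedure recovered 100% of the changed genes and called 0 unchanged genes, with a median absolute error of 0.032 (log2) for processed signals and 0.042 after normexp and loess. For processed signals, the simulated noise of the log ratio was equally small for dim and bright spots, far below the limit of 4. The 0 calls there followed from this setting and do not measure false calls of dim genes on the real arrays. R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. RT-PCR, chromatin immunoprecipitation, immunoblots and CPSF100 knockdown were not analysed here, and Table S3 was only counted.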

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

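The tests on spike-in probes, reverse selection, the stimulated signal, brighter genes, the Thoc5 signal, genes with a kept response, differences between the cultures, repressed genes, neighbouring spots, the other probe of Pramel39 and gene families were chosen after the result was seen. The settings with normexp and loess, with a floor of 50 and with all channels well above background were not. The test on brighter genes replaced an earlier form limited to genes well above background in every channel, which kept all 93 genes and so could not have changed the median of 2.65. The list of gene families was also drawn up after the genes moving in opposite directions had been seen.

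On the array of THOC5-depleted cells, 28 genes passed the filters that the paper applied to control cells. The paper reports no such selection, which is why the count is given here. Together with the 93 genes of control cells, it forms a pattern of smaller serum ratios in THOC5-depleted cells. Compression of all ratios on that array is argued against by the spike-in probes, whose slope of THOC5-depleted on control log2 ratios was 1.02. Selection of genes that were high by chance in control cells is argued against by the 75% of the genes selected on the THOC5-depleted array that had the higher ratio in control cells. A higher unstimulated signal alone would leave the stimulated signal unchanged, but the Cy5 signal of the induced genes had a median log2 change of -1.06. It was lower for 85 of the 93 genes, so this holds for the set and not for each gene. Dusp4 and Gzmm, named because of their values, had log2 changes of 2.17 and 1.66 in Cy3, against 0.34 and 0.002 in Cy5. Among the 47 induced genes with every signal above 500, the median fold reduction was 2.32, which argues against noise of dim probes. An exchange of the labels of the 2 arrays is argued against by the Thoc5 signal, with a log2 change of -2.82. One factor that reduces the response of every gene alike is argued against by the 9 induced genes with a fold reduction under 1.3, of which 5 had every signal above 500. What stays open is a general stress, growth or tamoxifen difference between the 2 cultures. With 1 array per condition, and tamoxifen given to one culture only, this and a loss of THOC5 cannot be told apart. Genes that fell 2-fold or more in control cells also had smaller changes in THOC5-depleted cells (median log2 ratios of -1.28 and -0.37), though genes selected on the THOC5-depleted array did not show this clearly (-1.23 there and -1.35 in control cells). By RT-PCR in independent experiments, the paper reports lower induction of selected group [c] genes and similar induction of selected group [a] genes. Tamoxifen was given to one side only there too. A loss of THOC5 may underlie the smaller ratios, but on the arrays alone it remains a hypothesis.

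Outside the genes of Table 2, 7 genes passed the filters in control cells. The largest ratios were those of LOC402769 (18.0 in control and 7.23 in THOC5-depleted cells), AW742560 (6.87 and 4.33), Gm9853 (6.16 and 0.949), E330037I15Rik (5.61 and 6.22) and 5830403F22Rik (4.92 and 1.26). Pdgfb, with ratios of 4.49 and 1.35, is named because of its values. The annotation filter of the paper was not repeated, and no biological explanation was tested.

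Serum repressed 12 genes in control cells by the mirror of the induced filter, and the paper does not discuss genes that fall. Hes5 fell the most, at least 17.2-fold in control cells and at least 18.6-fold in THOC5-depleted cells. The next largest ratios below 1 were those of D230044B12Rik (0.145), Ccny (0.152), 2610008E11Rik (0.162) and Bmf (0.189) in control cells. In THOC5-depleted cells these 4 genes had ratios of 0.378, 0.744, 0.584 and 0.999. Selection of genes whose ratio was low by chance on the control array would give as many genes on the other array, but 2 genes, Hes5 and AU018505, passed there. AU018505, named because the count is small, fell more in THOC5-depleted cells (ratio 0.162) than in control cells (0.287). For Hes5 both values are bounds and cannot be ranked. Only AU018505 can thus be ranked among the genes selected on the THOC5-depleted array, and this selection favours a larger fall there. The 2 genes therefore cannot decide whether falls were smaller in THOC5-depleted cells. With normexp and loess the count in control cells was 5, and with a floor of 50 it was 12. A difference between the cultures stays open here too, and no biological explanation was tested beyond the condition.

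In unstimulated THOC5-depleted cells, 617 genes were lower and 590 genes were higher by 2-fold or more than in control cells, of 19090 genes compared. The paper does not report this comparison for these samples. It sets one array against another, so each array's own errors enter. The 5 genes ranked first by computed signal in each direction (Skida1, Cplx4, AY512915, Samt1 and LOC100047811 lower; Mageb16, Lypd4, Vmn1r54, Gm7341 and Olfr809 higher) were read by spots that were bright in both dyes on one array and dim on the other. Their changes are bounds, such as a log2 change of at least 4.17 for Olfr809, and some changes measured in all 4 channels exceed some of these bounds, such as those of Aldh8a1 (5.02) and ND6 (4.24), named because of their values. There were 95 spots bright on one array only, and 56.8% of them had another within 2 rows and 2 columns, against a mean of 4.87% and a highest value of 16.8% in 1000 random draws of spots. Local defects on the array surface are a candidate explanation for these 95 spots, which account for 22 of the genes that were lower and 38 of those that were higher. Limited to genes well above background in all 4 channels, 245 genes were lower and 216 higher, and with a floor of 50 the counts were 153 and 149, so many of the changes rest on dim signals. With normexp and loess the counts were 125 and 135. Thoc5 had the largest decrease but 1 among 17241 genes measured in all 4 channels, after Lrrtm1, which is named because of its value. A loss of THOC5 stays among the open explanations for the rest, as untested.

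For 6 genes, serum changed the signal in opposite directions by 2-fold or more on the 2 arrays, up in control cells and down in THOC5-depleted cells. The difference was not tested, since each condition has 1 array. In THOC5-depleted cells, the signal fell at least 2.68-fold for AA684185, at least 1.97-fold for Clec2d, at least 2.22-fold for Gm13043, at least 1.51-fold for Zscan4a and at least 2.25-fold for Zscan4f. For Clec2d and Zscan4a this bound is below 2-fold. Pramel39, listed on the array as A430089I19Rik, fell 3.17-fold in THOC5-depleted cells and rose 4.84-fold in control cells. Except for Pramel39, at least one signal of each gene was not well above background. Noise of one spot is argued against for Pramel39 by its other probe, with a ratio of 4.54 in control and 0.297 in THOC5-depleted cells. Several of these genes have repeated relatives whose RNA could bind the same probes. A shared response of the Zscan4, Pramel, Usp17l and Tdpoz families was examined on 23 other probes that were well above background in at least one channel (the Tcstv family, also listed for this test, had no such probe), where the median log2 ratio was 0.19 in control and 0.03 in THOC5-depleted cells. The median difference was 0.30, short of the 0.5 set for such a response. The ratio was higher in control cells for 16 of the 23 probes. The families differed, however, and the following probes are named because of their values. All 3 other Zscan4 probes rose in control and fell in THOC5-depleted cells, with log2 ratios of 0.58 and -0.91 and of 3.67 and -2.48 for Zscan4c and of 1.93 and -1.66 for Zscan4e. Both probes of Pramel37 did so too (2.21 and -0.69, and 1.08 and -1.43). None of the other 18 probes moved by a log2 ratio of 0.5 or more in both of these directions. Each of these 5 probes had at least one signal that was not well above background. A shared response of these families and separate changes of single genes cannot be told apart, because the probes that moved like the 6 genes are near background and may bind the same RNA.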

How the results depend on the processing

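The alternatives chosen only after the data were seen were the lower Cy5 minimum, the probe with the highest control ratio, the rounded fold reduction, and any probe counting toward the group of Table 2. No paired analysis was possible because there was 1 array per condition. In 220 comparisons of a count, share or median with an alternative, 33 moved outside 1.5 times the value or outside its interval. Of 600 comparisons of a serum ratio of one of 50 named genes, 131 moved by more than the spread between spots, and no ratio of 4-fold or more changed direction. With the series table and with outlier spots kept, none of these ratios moved by that much.

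The share of induced genes reduced 1.3-fold or more moved most when the log ratios of the arrays were scaled to one spread. The genes with a fold reduction under 1.3 became 51 and those above 2 became 18. The share at 1.3 or more was 45.2%, the genes of Table 2 in the paper's group were 26, and the median fold reduction of Table 2 was 1.23. Among genes selected on the THOC5-depleted array, 64.3% then had a ratio at least 1.3 times higher there, against 7.14% without the scaling, so the balance between the arrays turned around. By construction this setting removes a smaller spread of ratios on one array. The spread was taken over all probes, dim ones included, as a median absolute deviation. The slope of the spike-in probes (1.02) argues against a technical compression of the ratios. It cannot show whether the cells themselves responded less across most genes, which this setting would also remove.

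Without a minimum signal, the induced genes were 180 in control and 52 in THOC5-depleted cells, with 16, 34 and 130 genes at a fold reduction under 1.3, from 1.3 to 2 and above 2. The reverse share was 34.6%, and the repressed genes were 67 and 28. This setting adds dim genes by construction. Of the counts, shares and medians compared for it, 8 moved and 1 did not. With the log ratios scaled to one spread, 6 moved and 1 did not. With a ratio above 3, there were 142 induced genes in control and 47 in THOC5-depleted cells, 38 genes with a fold reduction from 1.3 to 2, and 32 repressed genes. With a ratio above 5, 17 genes were induced in THOC5-depleted cells and 5 were repressed in control cells. A looser or stricter limit changes these counts by construction.

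With normexp and loess, 5 genes were repressed in control cells, 125 genes were lower and 135 higher in unstimulated THOC5-depleted cells, and the log2 change of Thoc5 was -2.79. With a floor of 50, 153 genes were lower and 149 higher. When all channels had to be well above background, 245 were lower, 216 were higher and 1 gene was repressed in THOC5-depleted cells. That repressed count was also 1 when Cy5 had to be well above background and with RefSeq probes only. For Thoc5 the log2 change was -2.87 without dye normalization and -2.43 in Cy5. Beyond the construction of these settings, the cause was not tested.

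Apart from the scaling of the spread, the share of induced genes with a fold reduction of 1.3 or more stayed between 86.0% (group limit of 1.5) and 91.4% (rounded fold reduction). Of the 93 induced genes, 81 were shared with normexp and loess and 90 with the setting without dye normalization. In a channel, 62.1% to 64.4% of spots were well above background, and where only one signal of a named gene was, its ratio is a bound.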

Differences from the paper's values

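The values in this part compare array ratios with RT-PCR ratios that the paper shows in figures for the same cell line and serum time, and none of the alternatives named here was chosen after seeing the data except where this is said. Each ratio was recomputed with normexp and loess, without dye normalization, with the series table, with a floor of 50, with the mean over the gene's probes and with outlier spots kept.

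For Fos, the paper's ratio in control cells is about 120 in Fig. 1C, read by eye, and the array gave 52.2. In THOC5-depleted cells the paper's value is about 150 in Fig. 1C, read by eye, and the array gave 93.4. For Ier2 the paper's value is about 14 in control cells and about 14 in THOC5-depleted cells in Fig. 1C, read by eye, and the array gave 5.56 and 6.22. These differences stayed with normexp and loess and without dye normalization. The other 4 alternatives left these ratios, and those of Egr1, Id1 and Id3, unchanged and so could not have closed a gap. For Egr1 in control cells, the paper's value is about 24 in Fig. 1C, read by eye, and the array gave 15.4. Without dye normalization the array gave 17.6, within 1.5 times the paper's value, and with normexp and loess, which gave 15.3, the difference stayed. In THOC5-depleted cells, the paper's value for Egr1 is about 28 in Fig. 1C, read by eye, and the array gave 15.7, and neither of the 2 alternatives that changed the value closed the gap. For Id1 in THOC5-depleted cells, the paper's value is about 15 in Fig. 2B, read by eye, against 6.03 on the array. For Id3 in control cells, it is about 20 in Fig. 2B, read by eye, against 7.98. Neither gap was closed with normexp and loess or without dye normalization. Of the 12 RT-PCR ratios compared, these 8 differed by more than 1.5 times and 4 did not. The 4 are Id1 in control cells (about 36 in Fig. 2B, read by eye, and 27.7 on the array), Id3 in THOC5-depleted cells (about 4.7 and 3.37) and Wnt11 in control (about 4.8 and 4.92) and THOC5-depleted cells (about 1.5 and 1.10), each read from the same figure.

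The paper's count of 101 induced genes compares with 93 here, and its groups of 8, 18 and 75 genes with 9, 16 and 68, each within 1.5 times. Reading the first filter as a ratio that rounds to 4 or more gave 101 genes, of which 91 are in Table 2. With this reading and the lower Cy5 minimum, chosen after seeing the values, there were 108 genes, 95 of them in Table 2. RefSeq probes only gave 8 genes under 1.3, and so did the rounded fold reduction, which was chosen after seeing the values. The reading as 4 or more gave 18 genes from 1.3 to 2, and so did the rounded fold reduction, chosen after seeing the values. The mean over the gene's probes gave a share of 90.0% at 1.3 or more.

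Of the 101 genes of Table 2, 96 fell in the paper's group. The paper places Cmtm4 among the induced genes of group [c], and its probe had ratios of 1.13 in control and 0.859 in THOC5-depleted cells. Fes is placed in group [c], with ratios of 3.53 and 1.86 here and a fold reduction of 1.90. Myc is placed in the same group and had a fold reduction of 2.00, just below 2. Sgk1 is placed in group [b] and had a fold reduction of 1.28. Trib1 is placed in group [b] and had 2.25, and it is also among the genes the paper says it chose from group [c]. When any probe could count, chosen after seeing the values, 98 of the genes fell in the paper's group. The paper states that Id1, Id3 and Wnt11 did not rise at any time in THOC5-depleted cells. On the array after 1 h, Id1 rose 6.03-fold and Id3 3.37-fold in these cells, while Wnt11 had a ratio of 1.10. The paper's own ratios in these cells are about 15 for Id1, about 4.7 for Id3 and about 1.5 for Wnt11 in Fig. 2B, read by eye. Pdgfb passed the filters here, with a ratio of 4.49 in control cells, and is not listed in Table 2.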

Other observations

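Of the tests in this part, those on gene length, on the control ratio and on the unstimulated level of induced genes were set before their values were seen, and the slope of the spike-in probes was examined after the result was seen.

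Over the 17241 genes well above background in all 4 channels, the SD of the log2 serum ratio was 0.47 in control and 0.30 in THOC5-depleted cells. Across these genes, which are not independent replicates, the ratios of the arrays had a correlation of 0.67. The 414 genes that rose 2-fold or more in control cells had a median log2 ratio of 1.49 there and 0.65 in THOC5-depleted cells. The 267 genes that fell 2-fold or more in control cells had medians of -1.28 and -0.37. Selected on the THOC5-depleted array, 131 genes that rose had medians of 1.41 there and 2.26 in control cells, and 37 genes that fell had -1.23 and -1.35.

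Spike-in probes had higher log2 Cy5/Cy3 ratios on the THOC5-depleted array, by 0.15 to 0.31. A ratio taken relative to them would be lower in THOC5-depleted cells by 0.24 on average. Unequal amounts of added RNA or of sample RNA may give such a shift. Their slope of 1.02 shows no compression, but it does not separate these sources.

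Longer genes were not reduced more. Among 88 of the 93 induced genes with a length in the annotation (94.6%), Spearman's rho between gene length and fold reduction was 0.069. A rho above 0.2 had been set as the mark of a length effect. More strongly induced genes were not clearly reduced more either, with a rho of 0.14 between control ratio and fold reduction. Both values are across genes. The control ratio is also the numerator of the fold reduction, so chance error in it pushes the second value upward.

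The unstimulated Cy3 signal of the 93 induced genes had a median log2 change of 0.19 in THOC5-depleted over control cells, and it was higher for 66 of them. This median stood at percentile 100 of 10000 random gene lists matched on brightness, above their highest median of 0.12. The induced genes therefore shifted more than other genes of their brightness in unstimulated cells. It stayed between 0.17 and 0.21 under the other scalings of the arrays. Their stimulated signal was lower for 85 genes and by 2-fold or more for 50. The genes were chosen for a high Cy5/Cy3 ratio in control cells. This favours a low Cy3 signal there and could by itself give a shift of this direction, which the matched lists do not remove.

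Levels of the THO and CPSF genes were compared between the arrays after Aquantile, in Cy3 for unstimulated and in Cy5 for stimulated cells, as THOC5-depleted over control. Thoc1 had a log2 change of -1.28 in Cy3 and -1.06 in Cy5, and with normexp and loess -0.92 and -0.82. For Cpsf2, which encodes CPSF100, the values were -0.80 and -0.66. Thoc2 had -0.26 and -0.45. Thoc6 had 0.22 in Cy3 and -0.41 in Cy5, Cpsf6 had 0.63 and 0.14, and Thoc7 had -0.07 and -0.02. The signs of Thoc3 and Cpsf3 changed between dyes or scalings. Gapdh had 0.11 and 0.09 on its brightest probe, and 0.34 and 0.31 with scaling to the 75th percentile. Its other probes were all higher after Aquantile, from 0.28 to 0.48 in Cy3 and from 0.13 to 0.35 in Cy5. The log2 changes of Mest (-2.62), H19 (-2.39), Abca1 (-2.41), Cck (3.38) and ND6 (4.24) in Cy3 kept their sign under each scaling. These 5 genes are named because of their values. Across genes measured in all 4 channels, the changes in Cy3 and Cy5 had a correlation of 0.60.

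Jun, which the paper measured by RT-PCR, had a serum ratio of 2.91 in control and 2.93 in THOC5-depleted cells after 1 h, below the first filter. Gm9853, which is not in Table 2, was read by a probe on chromosome 8 from 106875205 to 106875264, close to the Cmtm4 probe that starts at 106880169. Its ratios were 6.16 in control and 0.949 in THOC5-depleted cells. After Aquantile, its unstimulated Cy3 signal was 5.02-fold higher in THOC5-depleted cells, and its stimulated Cy5 signal was 1.29-fold lower.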
